# Identification and Temporal Expression Analysis of Conserved and Novel MicroRNAs in the Leaves of Winter Wheat Grown in the Field

**DOI:** 10.3389/fgene.2019.00779

**Published:** 2019-09-04

**Authors:** Yong-Fang Li, Kangning Wei, Menglei Wang, Li Wang, Junxia Cui, Daijing Zhang, Junqiang Guo, Miao Zhao, Yun Zheng

**Keywords:** winter wheat, miRNAs, expression, growth and development, target gene

## Abstract

Cold acclimation and vegetative/reproductive transition are two important evolutionary adaptive mechanisms for winter wheat surviving the freezing temperature in winter and successful seeds setting in the next year. MicroRNA (miRNA) is a class of regulatory small RNAs (sRNAs), which plays critical roles in the growth and development of plants. However, the regulation mechanism of miRNAs during cold acclimation and vegetative/reproductive transition of winter wheat is not much understood. In this study, four sRNA libraries from leaves of winter wheat grown in the field at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage were analyzed to identify known and novel miRNAs and to understand their potential roles in the growth and development of winter wheat. We examined miRNA expression using a high-throughput sequencing technique. A total of 373 known, 55 novel, and 27 putative novel miRNAs were identified. Ninety-one miRNAs were found to be differentially expressed at the four stages. Among them, the expression of six known and eight novel miRNAs was significantly suppressed at the winter dormancy stage, whereas the expression levels of seven known and eight novel miRNAs were induced at this stage; three known miRNAs and three novel miRNAs were significantly induced at the spring green-up stage; six known miRNAs were induced at the spring green-up stage and reached the highest expression level at the jointing stage; and 20 known miRNAs and 10 novel miRNAs were significantly induced at the jointing stage. Expression of a number of representative differentially expressed miRNAs was verified using quantitative real-time polymerase chain reaction (qRT-PCR). Potential target genes for known and novel miRNAs were predicted. Moreover, six novel target genes for four *Pooideae* species-specific miRNAs and two novel miRNAs were verified using the RNA ligase-mediated 5′-rapid amplification of cDNA ends (RLM-5’RACE) technique. These results indicate that miRNAs are key non-coding regulatory factors modulating the growth and development of wheat. Our study provides valuable information for in-depth understanding of the regulatory mechanism of miRNAs in cold acclimation and vegetative/reproductive transition of winter wheat grown in the field.

## Introduction

Flowering at favorable conditions is an important adaptive trait for reproductive success. Plants have evolved to transit from the vegetative to the reproductive growth phase at a particular time of year to ensure maximal reproductive success in a given region (Amasino and Michaels, 2010; Bouché et al., 2017). Generally, wheat cultivars are divided into two types: winter wheat and spring wheat; winter wheat requires prolonged exposure to cold temperatures to accelerate flowering (vernalization), whereas spring wheat does not require vernalization. Vernalization is regulated by diverse genetic and epigenetic networks (Xu and Chong, 2018). The roles of and interaction among several key vernalization associated genes, like *VRN1*, *VRN2*, *VRN3*, *VER2* (a carbohydrate-binding protein) and wheat *GRP2* (an RNA-binding protein), have been studied considerably well at gene expression and protein interaction levels (Danyluk et al., 2003; Yan et al., 2003; Yan et al., 2006; Oliver et al., 2013; Xiao et al., 2014). Under natural growth conditions, seeds of winter wheat are usually sown in the autumn; therefore, cold acclimation and vegetative/reproductive transition are two important evolutionary adaptive mechanisms for winter wheat surviving the freezing temperature in winter and successful seeds setting in the next year. The molecular basis of cold acclimation in plants has been extensively studied in *Arabidopsis*, wheat, and barley (Thomashow, 1999; Kim et al., 2009; Thomashow, 2010; Vashegyi et al., 2013; Li et al., 2018). However, little is known about the regulatory mechanism of small RNAs (sRNAs), especially microRNAs (miRNAs), during cold acclimation and vegetative/reproductive transition of winter wheat grown in the field.

MicroRNAs are single-stranded, ∼20- to 22-nt-long RNA molecules, which have emerged as a prominent class of regulatory RNAs. They regulate target gene expression post-transcriptionally through sequence complementary dependent cleavage or translational inhibition (Llave et al., 2002; Rogers and Chen, 2013; Yu et al., 2017). The critical role of miRNAs in developmental processes is reflected not only in pleiotropic developmental defects associated with miRNA biogenesis mutants, *dcl1*, *hyl1*, *hen1*, *se1*, and *ago1*, but also in the fact that considerable data are available for the involvement of miRNAs in tissue and organ development in several plant species (Yu et al., 2017). miR156 is highly expressed early in juvenile plants and decreases as they transition to the reproductive stage, whereas miR172 shows an inverse temporal expression pattern (Poethig, 2009; Wu et al., 2009). Most squamosa promoter binding-like (SPL) transcription factors (TFs) in *Arabidopsis* are regulated by miR156 and inﬂuence plant developmental processes, such as phase transition from the juvenile to the adult stage, root development, and leaf morphology (Wu and Poethig, 2006; Gao et al., 2017). SPL9 directly activates the expression of miR172 to facilitate ﬂowering by suppressing the APETALA2 (AP2) protein (Aukerman and Sakai, 2003; Wu et al., 2009; Zhu and Helliwell, 2011). Overexpression of miR156 in *Arabidopsis*, switchgrass, rice, maize, and Chinese cabbage was reported to prolong the juvenile phase and increase the total leaf/tiller numbers and biomass but resulted in delayed ﬂowering (Wu and Poethig, 2006; Schwarz et al., 2008; Wang et al., 2009; Fu et al., 2012). Elevated expression of miR159 in *Arabidopsis* resulted in a delay in flowering under a short-day photoperiod through its effects on gibberellin- and abscisic acid-regulated MYB (GAMYB) activity (Achard et al., 2004). miR396 regulates the expression of growth regulating factor (GRF) genes involved in the control of cell proliferation during leaf and root development (Rodriguez et al., 2010; Bazin et al., 2013). Increasing evidence indicates that miRNAs are involved in the regulation of seed/grain development in crop plants. In rice, OsSPL16/GW8, targeted by miR156, controls the size, shape, and quality of grains by promoting cell division and grain filling (Wang et al., 2012a). Overexpression of miR397 could improve the yield in rice plants by increasing the grain size and promoting panicle branching (Zhang et al., 2013).

In wheat, about a dozen studies have been performed on miRNA identification using sRNA sequencing (sRNA-Seq) (Yao et al., 2007; Wei et al., 2009; Li et al., 2013; Meng et al., 2013; De Paola et al., 2016; Fileccia et al., 2017; Wang et al., 2018). miRNAs responding to diverse stresses in wheat have also been reported (Xin et al., 2010; Zhou et al., 2015; Akdogan et al., 2016; Chen et al., 2017; Zuluaga et al., 2017; Han et al., 2018). miRNAs related to the development and filling of wheat seeds have been studied (Meng et al., 2013; Han et al., 2014; Li et al., 2015; Wang et al., 2018). For example, Meng et al. (2013) identified 104 miRNAs associated with grain filling in wheat. Han et al. (2014) found that 4 known miRNA families and 22 novel miRNAs were preferentially expressed in developing seeds. Little is known about miRNAs and their regulatory functions in the cold acclimation and vegetative/reproductive transition of winter wheat grown in the field under natural weather conditions. Therefore, this study aimed to systematically identify the conserved and novel miRNAs in wheat leaves at different growth stages under natural growth conditions. To achieve this, we sequenced four sRNA libraries prepared from wheat leaves at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage. This study provides useful information for uncovering the regulatory networks of miRNAs in wheat leaves at different growth and developmental stages.

## Materials and Methods

### Plant Materials

Wheat (*Triticum aestivum* L.) variety Shimai 22 was used in this study. Shimai 22 is a high-yield semi-winter wheat variety bred by Shijiazhuang Academy of Agriculture and Forestry (Shijiazhuang, Hebei, China) and is widely grown in the northern region of the Huang-Hai plain (Fu et al., 2016). Wheat seeds were planted on October 1, 2015, at the Wheat Experimental Station of Henan Normal University (35°19′ N, 113°54′ E). The top two fully expanded leaves were collected at the three-leaf stage before the cold winter (Leaf_1, October 24, 2015), winter dormancy stage (Leaf_2, January 7, 2016), spring green-up stage or double ridge stage (Leaf_3, March 4, 2016), and jointing stage (Leaf_4, April 10, 2016). Three independent samples were collected and used as biological replicates. All the samples were collected at the same time (between 1:30 and 3:00 PM) to minimize the circadian rhythm effect, snap-frozen in liquid nitrogen, and stored at −80°C until RNA isolation.

### Construction and Sequencing of Small RNA Library

Total RNA was extracted using TRIzol reagent (Invitrogen, USA), according to the manufacturer’s instructions. The integrity of the RNA samples was checked using 1% agarose gel electrophoresis and further checked by Agilent Bioanalyzer 2100. Equal amounts of total RNA samples from three biological replicates were mixed and sent to BGI (Shenzhen, China) for construction of sRNA libraries. Small RNAs, ranging in length from 18 to 30 nt, were enriched and purified by 15% denatured polyacrylamide gel electrophoresis (PAGE). Thereafter, 3′- and 5′-RNA adaptors were ligated to sRNAs. This was followed by reverse transcription and final polymerase chain reaction (PCR) enrichment. The sRNA libraries were PAGE-purified (Wang et al., 2015). High-throughput sequencing of the four sRNA libraries was performed on a BGISEQ500RS platform.

### Bioinformatics Analysis of sRNA Sequence Data

Raw reads generated by deep sequencing were analyzed, as described previously (Jagadeeswaran et al., 2012; Li et al., 2013; Zheng et al., 2016). Briefly, raw reads were first filtered by removing low-quality reads and trimming the adaptor sequences, and clean reads (18–30 nt) were obtained for each sRNA library. Identical reads were pooled to generate non-redundant sequences (unique reads). Small RNAs originating from rRNAs, tRNAs, small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), and repeat RNAs were further removed by alignment against database Rfam (r12) (Nawrocki et al., 2015), NONCODE (v3.0) (Bu et al., 2012), GtRNAdb (Chan and Lowe, 2008), Plant Repeat Databases (Bao et al., 2015), and Repbase (r20) (Bao et al., 2015) using SOAP (Li et al., 2009). The remaining sRNAs were first used to identify the known miRNAs. Sequences of mature miRNAs from all plant species were downloaded from miRBase Release 21.0 (http://www.mirbase.org) and combined to obtain all known plant miRNA sequences. The known miRNAs in wheat leaves were identified by BLAST search against all known plant miRNA sequences. Small RNAs with fewer than two mismatches with known plant miRNAs were considered as the known wheat miRNAs. The remaining sRNAs were used to identify novel wheat miRNAs using MIREAP software (http://sourceforge.net/projects/mireap/). They were first mapped to the genome of Chinese Spring wheat (ftp://ftp.ensemblgenomes.org/pub/plants/release-31/fasta/triticum_aestivum/), and only perfectly matched sRNAs were used for further analysis. The flanking regions (150 nt upstream and 150 nt downstream) of sRNAs were isolated and used to predict fold-back structure with the RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAWebSuite/RNAfold.cgi). The fold-back structures of novel miRNAs were further checked manually using the Mfold Web Server (Zuker, 2003). The key criteria for novel miRNA annotation were based on the ones described in a recent article (Axtell and Meyers, 2018). Only those miRNAs with an abundance of more than 50 reads in at least one leaf sample together with detected miRNA* were considered as novel miRNAs. Those for which miRNA* were not detected but that could form a typical miRNA precursor fold-back structure were considered as wheat putative miRNAs.

### Identification and Validation of Differentially Expressed miRNAs

To quantify miRNA expression, tags per million reads (TPM) was used to normalize the miRNA expression levels. We first compared the expression patterns of the identified miRNAs at the four different growth and development stages using GENESIS (Sturn et al., 2002). Thereafter, DEGseq was used to screen the differentially expressed miRNAs (Wang et al., 2010). MicroRNAs with fold change ≥ 2 between samples and *p*-value less than 0.01 were defined as differentially expressed miRNAs (DEG miRNAs). Quantitative real-time PCR (qRT-PCR) was performed to validate the expression patterns of miRNAs. Briefly, total RNA, including sRNAs, was first polyadenylated and then reverse-transcribed with poly (T) oligonucleotide into cDNA using a Mir-X miRNA qRT-PCR SYBR Kit (Takara Co., Tokyo, Japan), following the manufacturer’s instructions. Quantitative PCR was carried out using a SYBR Green (Takara) qPCR assay and LightCycler^®^ 96 Real-Time PCR System (Roche). miRNA-specific forward primer was designed based on the miRNA sequence. The sequences of these primers are listed in **Supplemental Table S1**. The universal reverse primer was provided in the Mir-X miRNA qRT-PCR SYBR Kit. All reactions were run in triplicates; U6 was used as the reference gene. Dissociation curves were checked to determine the presence of nonspecific products, and only primers resulting in a single peak and an amplicon of the correct size, as verified on an agarose gel, were used to evaluate the expression of miRNAs. The expression level of miRNAs at the three-leaf stage (Leaf_1) was set as 1.0, and the relative expression levels of miRNAs at other stages were calculated using the 2^-ΔΔCT^ method (Livak and Schmittgen, 2001).

### Prediction and Validation of the Targets of Wheat miRNAs

The potential targets of wheat miRNAs were predicted using the PsRobot pipeline (http://omicslab.genetics.ac.cn/psRobot/). Only those targets with alignment scores between the query miRNA and targets less than 2.5 were considered. RNA ligase-mediated 5′-rapid amplification of cDNA ends (RLM-5′RACE) was carried out to validate the predicted target genes using a GeneRacer kit (Invitrogen, USA). Total RNA was treated with DNase I; RNA oligo adaptor was directly ligated to total RNA, and GeneRacer oligo dT primer and Superscript II reverse transcriptase (Invitrogen, USA) were used to synthesize the first-strand cDNAs. This was followed by nested PCR and electrophoresis of PCR products on a 2% agarose gel. The bands with expected sizes were purified using a QIAquick^Ⓡ^ Gel Extraction Kit (QIAGEN) and ligated to pMD19-T (Simple) vector (Takara). The ligation was transformed into *Escherichia coli* DH5α competent cells, and positive colonies identified using colony PCR were used for isolation of plasmids, which were subjected to Sanger sequencing (Li et al., 2010).

## Results

### Overview of sRNA Library Sequencing Data

To study the involvement of regulatory miRNAs in wheat leaves during cold acclimation and vegetative/reproductive transition, four sRNA libraries were generated and sequenced. The four libraries represent the four growth stages of winter wheat grown in the field under natural weather conditions, viz. three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage. 

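At each stage the RNA of leaves from 3 biological replicates was pooled before library preparation, so there was 1 small RNA library per stage and the spread between plants could not be measured. Mapped reads numbered 20300798 at the three-leaf stage, 20548305 at the winter dormancy stage, 18127870 at the spring green-up stage and 21830151 at the jointing stage. The authors deposited a table of known miRNAs and a table of the miRNAs predicted with MIREAP, both in RPM over mapped reads rounded to 1 decimal, the unit that the paper calls TPM. In the unrounded values of Supplemental Tables S2, S4 and S5, 100% of the values below 10000 reads came out as whole reads when multiplied by the mapped reads of their library. Reads were therefore estimated from the deposited values in the same way, and 1 read was worth 0.0493 TPM at the three-leaf stage and 0.0552 TPM at the spring green-up stage. A value of 5 TPM at the three-leaf stage rests on 102 reads and has a 95% Poisson interval of 4.10 to 6.10 TPM. A value listed at 0 was set to 3 reads before a fold was taken. The smallest value listed in the supplementary tables was 5 reads, so a listed 0 can stand for a few reads, and the size of a fold against it is not given. All intervals and tests on reads compare 2 libraries, cover counting error only and say nothing of the difference between plants.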

All sequencing data were first processed by filtering low-quality reads and trimming adaptor sequences, and clean reads were generated for each sRNA library. Identical reads were subsequently pooled to create unique reads. A total of 90,372,481 clean reads representing 36,634,063 unique reads, ranging in length from 18 to 30 nt, were obtained for further analysis. The length distribution of sRNA libraries is summarized in **Figure 1**. All four libraries shared a similar distribution pattern. The most abundant sRNA reads were 24 nt long (about 30%), followed by reads of 21 nt length (15%), which is the typical length of canonical miRNAs (**Figure 1**). The patterns were consistent with the typical read distribution reported in other studies. The percentage of reads mapping to wheat genome was >87.82%, and reads mapping to tRNAs, rRNAs, snoRNAs, and snRNAs accounted for ∼8.35%–14.42% of the total reads, indicating a high quality of all the sRNA libraries prepared (**Table 1**).

**Figure 1:**
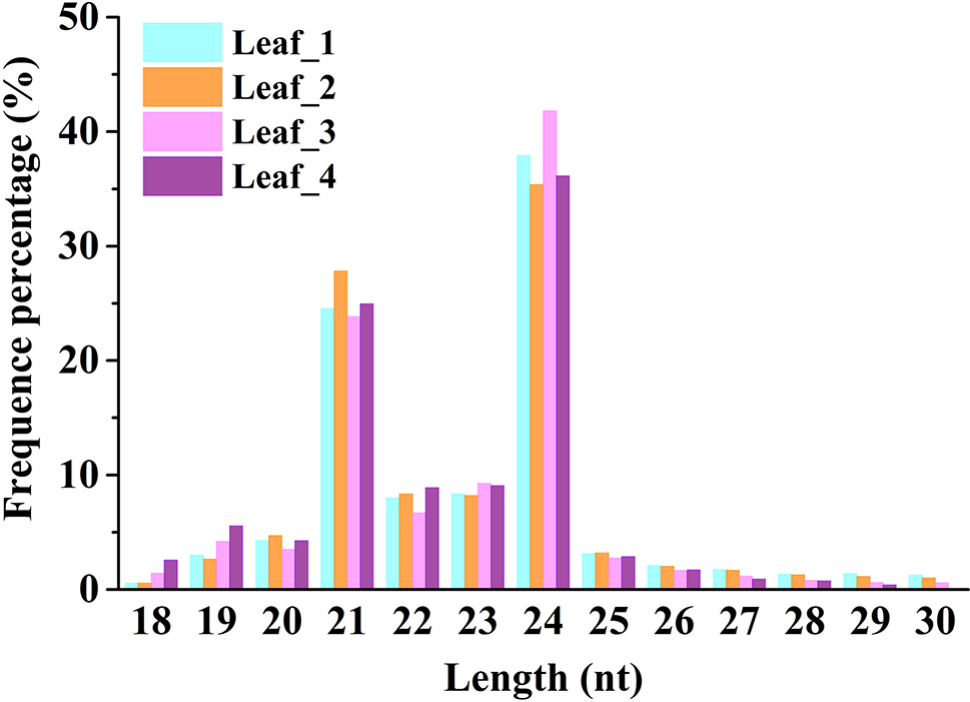
Size distribution of small RNAs in wheat leaves at four different growth and development stages. Leaf_1, Leaf_2, Leaf_3, and Leaf_4 represent wheat leaves collected at the three-leaf stage, winter dormancy stage, spring green-up stage, and jointing stage, respectively.

**Table 1:** Read statistics of four wheat leaf small RNA libraries.

Type	Raw reads	Clean reads	Mapped reads	rRNA	snRNA	snoRNA	tRNA	Unique reads	Unique reads mapped
Leaf_1	23,609,453	22526694 (100%)	20300798 (90.12%)	2643342 (11.74%)	8960 (0.04%)	3684 (0.02%)	485426 (2.15%)	9355147 (100%)	7915731 (84.61%)
Leaf_2	23,497,910	22543808 (100%)	20548305 (91.15%)	2591106 (11.49%)	6251 (0.03%)	1931 (0.01%)	425319 (1.89%)	8201915 (100%)	6935745 (84.56%)
Leaf_3	21,410,747	20444752 (100%)	18127870 (88.67%)	1290962 (6.31%)	3670 (0.02%)	936 (0.005%)	408480 (2%)	8877395 (100%)	7377298 (83.10%)
Leaf_4	25,877,348	24857227 (100%)	21830151 (87.82%)	1570443 (6.32%)	16601 (0.07%)	3007 (0.01%)	768556 (3.09%)	10199606 (100%)	8090818 (79.32%)
Total	94,395,458	90,372,481 (100%)	80,807,124	8,095,853	35,482	9,558	2,087,781	36,634,063	30,319,592

### Identification of Known miRNAs in Wheat Leaves

For identifying the known miRNAs in wheat, we first downloaded the mature miRNA sequences from all plant species present in miRBase and combined them to obtain all known plant miRNA sequences. The unique reads from the four wheat sRNA libraries were aligned with all known plant miRNA sequences using BLASTN search. The unique reads that matched the known plant miRNA sequences with ≤2 mismatches were annotated as known wheat miRNAs. A total of 373 known miRNAs belonging to 289 miRNA families were identified from the four libraries. 

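The deposited table of known miRNAs holds 373 entries in 289 families. The names miR531 and miR5050 each occur in 2 entries with the same values, and each pair was counted as 1 miRNA, which left 371. Of these, 240 were listed above 0 at the three-leaf stage, 256 at the winter dormancy stage, 241 at the spring green-up stage and 294 at the jointing stage, and 179 were above 0 at all 4 stages. By the sequences in Supplemental Table S2, 263 of the 371 were 20 to 22 nt long and 94 were 24 nt long. The names of 24 nt held 2.05% of the summed TPM of known miRNAs at the three-leaf stage and 2.83% at the spring green-up stage.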

The 24 most conserved plant miRNAs (miR156/157, miR159, miR160, miR161, miR162, miR164, miR165/166, miR167, miR168, miR169, miR170/171, miR172, miR319, miR390, miR391, miR393, miR394, miR395, miR396, miR397, miR398, miR399, miR408, and miR444) were identified among these known miRNAs. 

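All 24 families were found in the deposited table, and 21 of them were above 0 at all 4 stages when their members were summed. The exceptions were miR161, miR162 and miR391. The summed TPM of miR161 was 12.8 at the three-leaf stage and 39.7 at the jointing stage, and it was listed at 0 at the other stages. For miR162 the highest value was 12.0 TPM, at the jointing stage. For miR391 the only listed 0 was that of the spring green-up library, and the jointing value was 42.0 TPM.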

Wheat has 125 mature miRNAs belonging to 99 miRNA families in miRBase (Release 22.1), of which 77 miRNA families (77.8%) were found in this study, indicating the deep sequencing coverage of the four sRNA libraries.

Among the conserved miRNAs, miR168 was found to be the most abundant miRNA at all four stages (more than 109,365 TPM) and was followed in abundance by miR159, miR167, miR170/171, and miR396; miR156/157, miR164, miR165/166, miR319, miR393, and monocot-specific miR444 were also found to have high expression levels, whereas miR161, miR162, miR390, miR391, miR394, and miR408 showed relatively low expression levels. 

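The miR168 family summed to 70790.5 TPM at the three-leaf stage, 103651.1 at the winter dormancy stage, 116994.3 at the spring green-up stage and 93544.8 at the jointing stage. This was 37.1% of the summed TPM of known miRNAs at the three-leaf stage (95% exact Clopper-Pearson interval 37.0 to 37.1%) and 60.4% at the spring green-up stage (60.4 to 60.5%). With names of 20 to 22 nt only, the share at the spring green-up stage was 63.1%. Within the family, miR168a-5p ranged from 66115.8 TPM at the three-leaf stage to 109365.5 TPM at the spring green-up stage. The miR159 family held the second rank of all known families at every stage, with 50794.9 TPM at the three-leaf stage and 17875.4 TPM at the jointing stage. The mean over the 4 stages was 4393 TPM for miR170/171, 3161 TPM for miR167, 1734 TPM for miR165/166, 1664 TPM for miR396 and 1657 TPM for miR164. The mean was 2.45 TPM for miR408, 3.15 TPM for miR162 and 13.1 TPM for miR161.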

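Among the known families outside the conserved set, miR7757 had 7700.7 TPM at the three-leaf stage and did not fall below 5808.7 TPM at any stage. The 2 members of miR9674 summed to 6420.9 TPM at the three-leaf stage and 4168.9 TPM at the spring green-up stage. For miR5062 the lowest value was 2493.4 TPM, at the spring green-up stage, and for miR9773 it was 1179.8 TPM, at the three-leaf stage. The name miR9962 was not found in the table. At the other end, 218 of the 371 known miRNAs stayed below 50 TPM at all 4 stages, while 30 exceeded 1000 TPM at 1 stage or more.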

Among the less conserved known miRNAs, most exhibited low expression levels, whereas miR5048, miR5062, miR5200, miR7757, miR9962, miR9672b, miR9674, and miR9773 were expressed at high levels in wheat leaves at all four growth and development stages (**Supplemental Table S2**). These data indicate that expression of miRNAs in leaf tissues at different growth stages varies greatly among the different miRNA families.

### Identification of Novel miRNAs From Wheat Leaves

High-throughput sequencing has the potential for detecting novel miRNAs with low expression in the sRNA transcriptome. The remaining sRNA sequences that did not have any homologs with known plant miRNAs were used to predict potential novel miRNAs using MIREAP software. Only those sRNAs with more than 50 reads in at least one library were used for further analysis. We manually checked the hairpin structure of the predicted novel miRNAs by Mfold software (Zuker, 2003), and only those with the typical stem-loop structure were considered (**Supplemental File S1**–**S2**). A total of 55 novel miRNAs, for which corresponding miRNAs* were detected, were identified. The length of these novel miRNAs and miRNAs* varied from 20 to 23 nt (**Table 2**). 

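In the deposited table, the 55 miRNAs with a miRNA* were 20 to 23 nt long and 40 of them had 21 nt. Their miRNA* sequences were 19 to 24 nt long, the shortest being that of novel_miR3417 and the longest that of novel_miR678. Each of the 55 mature sequences and each of the 55 miRNA* sequences was found as an exact match within its own precursor. The authors took the precursors from the genome around the mapped reads, so these matches check the listing and are no evidence for the miRNAs. For novel_miR1686 the paper prints the same sequence as miRNA and as miRNA*, so a separate miRNA* is not shown there. The estimated reads exceeded 50 in at least 1 library for 54 of the 55, and novel_miR652 reached 50 reads.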

The locations of their precursors and their sequences are listed in **Supplemental Table S3**. Among them, novel_miR127, novel_miR128, novel_miR390, novel_miR1544, novel_miR1560, and novel_miR1686 were the most abundantly expressed miRNAs, and their expression levels were higher than those of some conserved miRNAs (**Supplemental Table S4**). 

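Coordinates are given on the genome sequence of Ensembl Plants release 31 that the authors used, and 37 of the 55 precursors lay on a named chromosome and the others on unplaced scaffolds. The precursor of novel_miR1544 was on the plus strand of chromosome 7D from 33225951 to 33226049, with the miRNA AGTCTCTGCCAATTCTTCGTG on its 3p arm. On the same chromosome and strand, the precursor of novel_miR1560 spanned 154998364 to 154998643 and carried TAAACCTTCACAAATTCCCTTG on its 5p arm. The precursor of novel_miR390 was on the minus strand of chromosome 2B from 323433322 to 323433461, and that of novel_miR128 was on the minus strand of chromosome 1B from 112783446 to 112783640. The stated precursor length equalled the distance between the coordinates for 51 of the 55. Genes at these positions were not analysed here.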

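The most abundant predicted miRNA with a miRNA* was novel_miR1544, with 535.9 TPM at the three-leaf stage, 915.8 at the winter dormancy stage, 267.9 at the spring green-up stage and 455.0 at the jointing stage. For novel_miR1560 the values were 757.2 TPM and 777.6 TPM at the first and second of these stages, and it was listed at 0 at the others. The values of novel_miR390 lay between 101.2 and 246.9 TPM, and 262 of the 371 known miRNAs stayed below the lower of these at every stage. The highest values were 159.6 TPM for novel_miR1686, 133.8 TPM for novel_miR128 and 53.8 TPM for novel_miR127, all at the winter dormancy stage. A higher value, 198.2 TPM at the winter dormancy stage, was listed for novel_miR2745, which was at 0 at the other stages.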

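All 27 putative miRNAs exceeded 50 estimated reads in at least 1 library. Each mature sequence was found within its precursor, which again checks the listing only. They were 20 to 22 nt long. The most abundant was novel_miR1202, with TTCTTCAAGTACTCCACTTTT on the 5p arm of a precursor on the plus strand of chromosome 6A from 54567630 to 54567708. It fell from 2359.8 TPM at the three-leaf stage to 1012.5 TPM at the jointing stage. The sequence of novel_miR1356, which overlaps that of novel_miR1202, reached 62.5 TPM, so reads of one could be listed under the other. The highest value was 377.8 TPM for novel_miR523, 232.0 TPM for novel_miR1620, 127.3 TPM for novel_miR1327 and 75.4 TPM for novel_miR1615. The name novel_miR527 was not found in the table.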

We also assigned 27 putative novel miRNAs, and although no corresponding miRNA* was detected for them, their precursors could form the characteristic hairpin structure (**Supplemental File 2**); novel_miR1202, novel_miR527, novel_miR1327, novel_miR1620, novel_miR1356, and novel_miR1615 were relatively abundant putative miRNAs identified in wheat leaves (**Supplemental Table S5**). The information of the putative miRNA precursors and their chromosome location are shown in **Supplemental Table S6**.

**Table 2:** Expression of novel miRNAs.

miR_name	miRNA location	miRNA expression (TPM)				miRNA sequence	miRNA length (nt)	miRNA* sequence	miRNA* length (nt)
		Leaf_1	Leaf_2	Leaf_3	Leaf_4				
novel_miR30	3p	15.3	22.9	14.2	9.2	CAUUUUCCUAUAGACUUGGUC	21	CCAAGUCUAGAGAAUAAUGUA	21
novel_miR127	5p	49.5	53.8	50.8	34.6	UUUGAAGACUAGUUUAUUACA	21	UAAUAAACAAGUCUUUAGAUG	21
novel_miR128	5p	115.0	133.8	94.4	92.1	UCUGAAGACUAGUUUAUUACA	21	UAAUAGACAAGUCUUUUGAUG	21
novel_miR193	3p	24.6	17.6	8.6	9.9	UAAGCACCUCCCCUAAGCACCU	22	AUGCUUAGGGAGGUGUUUAGA	21
novel_miR259	5p	6.5	18.8	19.1	16.2	GAGAUGACACCGACGCCGAUC	21	UCGGAGUUGGUGUCACCUCGC	21
novel_miR364	3p	1.9	2.8	4.7	2.7	UAAUGUUGCAACGUCCUGAAC	21	UCAGGACGUUGCAACAUUAAC	21
novel_miR381	5p	2.7	3.8	4.0	2.0	AUUACUUGUCGCGAAAAUGGA	21	CAUUUCCGAGACAAGUAAUUU	21
novel_miR390	3p	101.2	143.1	246.9	220.2	UCCGCGAUCAUCACGACCAAA	21	UUUGGUCGUGAUUAUCGCGGU	21
novel_miR553	3p	3.2	5.1	4.1	1.0	AAAAAAGAUGGAGUGGCAAUUC	22	AUUGCCACUUAAUACUUUUUUGC	23
novel_miR639	5p	2.7	1.5	0.6	1.4	AGUUGAAGAUGAGAUAUUGAA	21	CAAUAUCUCAUUUUCAACUAU	21
novel_miR641	3p	3.2	3.5	5.2	2.4	UUAUAUUAUGUGACAGAAGGA	21	CUUCCGUCUCAUAAUAUAAAA	21
novel_miR652	5p	1.8	1.5	2.7	2.3	GAAUUACUUGUCGCGAAAAUG	21	UUUUCGCGACAAGUAAUUCCG	21
novel_miR669	3p	4.7	6.4	12.9	3.3	AGUGGCCCAACUGCACCCUGC	21	GCAGGGUGCAGUUGGGUCACU	21
novel_miR678	5p	4.7	11.4	2.9	7.2	GAAGGGGAGCCUUGGCGCAGUGG	23	ACAUGCACCGGGCUGCCCUUUCUA	24
**novel_miR692**	3p	0.6	0.3	0	6.5	UCAGGUCGCCCCCGCUGGAGC	21	UCCUGCGGGGUCGAACUGGGA	21
novel_miR810	3p	25.2	39.5	21.3	59.3	AUGCCGUGUUGUUCUGAAAGAA	22	CUUCAGAAGAGCAUGUCAUUU	21
novel_miR866	5p	14.0	19.0	11.1	0.4	UAGUCUCGUCCUCUUGCUAAG	21	UGGCGAGGAUACGAGACUAUA	21
novel_miR1009	5p	3.9	7.2	3.6	5.8	UUCCGAAUUACUUGUCGCAGA	21	UGCGACGAGUAAGUUGGAACG	21
novel_miR1154	5p	13.3	7.4	18.7	62.2	AAAAAGAAUGACCUCAUUGUC	21	CAAUGAGAUCAUUCUUUUUAU	21
novel_miR1255	3p	11.2	13.8	10.2	0	AAGAAGAGGGUCAAGAAAGCUG	22	GCUUUCUUGAACUUCUCUUGC	21
novel_miR1304	3p	15.6	16.8	14.9	6.9	AUAUCAAGCACUCAUCGACAG	21	GCCGGUGAGUGCUUUAUAUCU	21
novel_miR1322	3p	41.0	44.0	37.8	0	UUUUUGGAUGUGCUCCUCUAG	21	AGAGAAGCACAUACAAAAAAA	21
novel_miR1372	5p	10.0	19.5	9.9	7.7	UUUCCGGUUCCACCUCGGCCGC	22	AGCCGAGUGGCACCGGUAACU	21
novel_miR1401	5p	1.8	4.1	1.8	1.2	CCCUCCGUCCCAUAAUAUAAG	21	UAUAUUAUGGAACGGGCGAA	20
novel_miR1419	3p	33.0	33.2	13.9	4.9	AAAUGCGGUUGUUGUUCCCUA	21	GGAACAACAACCGCAUUUUC	20
novel_miR1544	3p	535.9	915.8	267.9	455.0	AGUCUCUGCCAAUUCUUCGUG	21	CGAAGGAUUUGCAGAUACUCC	21
novel_miR1560	5p	757.2	777.6	0	0	UAAACCUUCACAAAUUCCCUUG	22	AGGAAUUUGUGAGGUUUACA	20
novel_miR1613	5p	1.6	3.0	6.2	1.5	UGGGCGUACGGAACACGGGUG	21	CCCGUGUUCACGUACGCCCAUC	22
novel_miR1617	5p	5.6	4.9	0	5.5	UGAAUCUUGGGAAAAAGCUG	20	GAUUUUUCACCAAUAUUCAAG	21
novel_miR1686	5p	88.9	159.6	102.2	89.1	UCAUCUGAAGACUAGUUUAUU	21	UCAUCUGAAGACUAGUUUAUU	21
novel_miR1737	3p	8.7	13.4	6.9	19.1	AUUGAACUAAGGAGGGGUGGA	21	CAACCCUCUUUAGUUCAAUCA	21
novel_miR1744	3p	4.0	5.8	3.8	0.0	AAUGACUUAUACACCGGGACG	21	UCCGGGUGUAUAAGUCAUUCG	21
novel_miR1875	3p	17.9	17.0	31.3	38.3	UAAUCUCACCUCAACAGCCGC	21	AGCCGUUGAGAUGAGAUUACC	21
novel_miR2079	5p	49.3	28.7	8.4	0	UGGUCUGUGUUUGUUUCAAAC	21	UUGAGACGAAAACAGACCAAC	21
novel_miR2133	3p	1.3	2.5	1.2	1.1	AUCCGUAUCUAGACAAAUCUAAG	23	UGGAUUUGUCUAGAUAUAGAUGU	23
novel_miR2185	3p	17.0	0.0	13.7	10.7	UCAUUUGGCAUUGCUUUCCCU	21	AGAAAGCAAUGUCAGAGGAGU	21
novel_miR2191	5p	6.1	5.6	9.2	6.5	UGAUCCCACGUCUAAGGCCUG	21	GGACUUAGAACAUGGGGUCGAC	22
novel_miR2567	5p	0	12.1	11.6	0	UCAUCAAUUUCUGUCUAACUA	21	GUUAGACAGAAAUUGAUGAAG	21
novel_miR2745	5p	0	198.2	0	0	AACUGGUCUUGCUUAAUUUUG	21	AGAUUAAGCAAGGUCACUUGA	21
novel_miR2917	3p	0	5.5	0	0	AUGCCGUGUUGUUCUGAAAGAAA	23	UCUUCAGAAGAGCAUGUCAUUU	22
novel_miR3314	5p	0	6.7	0	0	UGAAGAGCGCGGGCAGCACAA	21	GUGCUGCCCGCGCUCUUCAUG	21
novel_miR3417	3p	0	0.2	0.3	2.8	GAAUGGGAUUCGCUUGGGCAA	21	UUCCAACGGACUCAUUCCA	19
novel_miR3607	3p	0	1.0	0	13.8	GAAUGGGAUUCGCUUGGGCA	20	UCCAACGGACUCAUUCCAUG	20
novel_miR3791	3p	0	0	1.2	12.6	GAGAGGGAGGGCAGAGGCCU	20	AAGCUCUGCCCUUCCAUCUCUUG	23
novel_miR4191	5p	0	0	11.5	0	CACGAUACUCUUGGACGAUUC	21	AUCGUCCAGCAGUAUCGUCUG	21
novel_miR4740	3p	0	0	7.3	0	AAAAAAGAUUGAGCCGAAUAA	21	ACUCGGCUCAAUCUUUUUUUU	21
novel_miR5134	3p	0	0	0	5.7	UGGAUACCGCCCAACUCUGUU	21	CAGAGUUGGGCAGUAUCCAUG	21
novel_miR5169	5p	0	0	0	88.6	UAAUCUUCUGGAUAUAUGCUUG	22	AGUAUGUUUUUAGAAGAUUAGA	22
novel_miR5172	3p	0	0	0	4.8	GGCGGCAUGGGGAUGUCAAAA	21	UUGGCGUCCCCAUGUCCCCC	20
novel_miR5542	5p	0	0	0	28.6	AUGAAGAGCGCGGGCAGCACA	21	UGCUGCCCGCGCUCUUCAUGG	21
novel_miR5552	5p	0	0	0	3.0	CCUCCCGGACCAGAACUUCUU	21	GAGGUUUUGGUCAGGGGGACG	21
novel_miR5598	3p	0	0	0	2.7	GAGCACGGGCUUUUCUGGUCA	21	ACCGAAGAAGCCUGUGCUCGA	21
novel_miR5756	3p	0	0	0	10.2	UAGAGAGGGAGGGCAGAGGC	20	CUCUGCCCUUCCAUCUCUUGG	21
novel_miR5816	5p	0	0	0	4.9	GGUCUGUGUUUGUUUCAAAC	20	UUGAGACGAAAACAGACCAA	20
novel_miR5831	3p	0	0	0	2.6	UCGAGAUCCAACGGCUGAGGU	21	CUCGGCCGUUGGAUCUUUGAUA	22

TPM, tags per million reads; target for novel_miR692-5p was validated by RLM-5’RACE.

### Identification of Differentially Expressed miRNAs

A knowledge of the expression patterns of differentially expressed miRNAs during cold acclimation and vegetative/reproductive transition of winter wheat could provide clues about their potential functions. We first compared the expression patterns of miRNAs in leaves at different growth and developmental stages. All the known miRNAs were clustered by subjecting them to *K*-means clustering using Euclidian distance measures with Genesis v1.8.1 (Sturn et al., 2002). The results revealed several distinct expression patterns (**Supplemental Figure S1**). Most miRNAs had similar expression patterns at the four growth stages; the expression level was either high (clusters 7 and 10) or low (clusters 5 and 11). miRNAs in clusters 1 and 8 were mainly expressed at the jointing stage, whereas miRNAs in clusters 13 and 14 were highly expressed at seedling stages, and their expression was extremely suppressed at the jointing stage; miRNAs in cluster 15 were relatively induced at the spring green-up and jointing stages. miRNAs in cluster 16 were induced at the spring green-up stage. miRNAs in cluster 9 were highly expressed in the cold winter and jointing stages.

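With a highest value at most 2-fold the lowest and all 4 values above 0, 79 of the 371 known miRNAs had similar levels at the 4 stages. K-means clustering into 16 clusters on log2(TPM + 1) counts members of clusters instead, whose own values can vary more than the centre of their cluster. There, 7 clusters had a centre that varied by at most 1 on the log2 scale. They held 238 known miRNAs, many of them at low values, and not all of these had similar levels themselves. With the limit set at 1.5-fold in place of 2-fold, 36 known miRNAs remained below it.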

We further selected DEG miRNAs by considering fold changes greater than twofold between any two stages (|log2 fold change| > 1, *p*-value < 0.01) and with more than 5 TPM in at least one stage. 

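The fold and level parts of the rule were applied to the deposited values, with more than 2-fold between any 2 stages and more than 5 TPM in at least 1 of the 2. Of the 371 known miRNAs, 222 met it. At least 1 stage was listed at 0 for 57.7% of these. All 222 also met an exact conditional binomial p-value under 0.01 on the reads of the 2 libraries, and the formula of the DEGseq random sampling model gave the same number, which the fold and the level already bring about at this depth. The setting that changed the number most was a level of more than 50 TPM, which left 111. Treating a listed 0 as missing left 131. Of the 51 labels of Fig. 2A, 50 were found in the table, the exception being miR1033b-3p, and 48 of these met the rule. The other 2 were miR1117, with a highest value 1.98-fold the lowest, and miR8175, with 1.90-fold. Scaled by the total of all listed miRNAs, both met it while miR1130b-3p and miR156/157 no longer did, so the number stayed at 48. Of the 222, 54 were in Fig. 2A, alone or within a summed family. The paper used a p-value from DEGseq in addition and states that the miRNAs so selected were significantly differentially expressed.

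**Figure D1:**
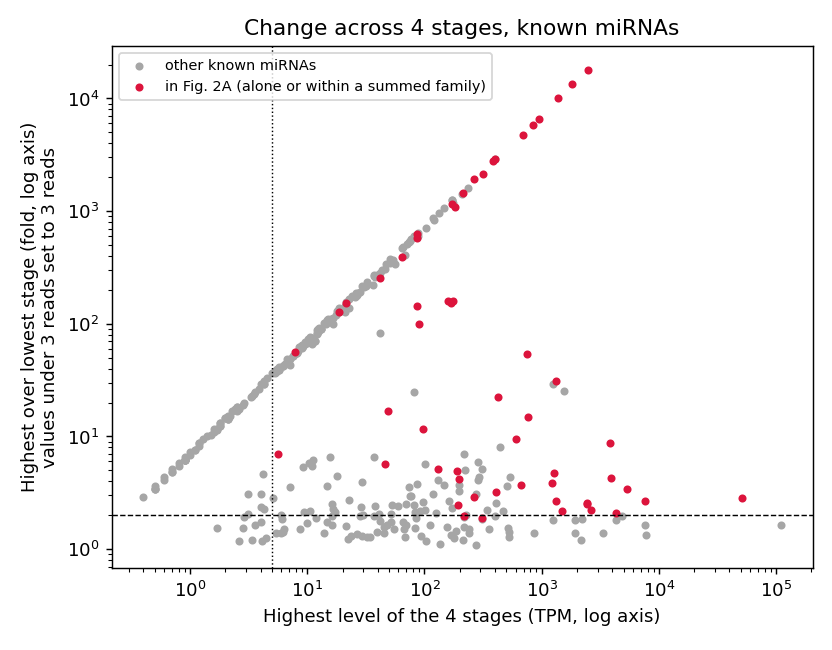
Each point is 1 of the 371 known miRNAs, red where it is in Fig. 2A alone or within a summed family and grey otherwise, with its highest level of the 4 stages in TPM on the horizontal log axis and the ratio of its highest to its lowest stage on the vertical log axis. The dashed line marks 2-fold and the dotted line 5 TPM, and values under 3 reads were set to 3 reads, so the size of the highest ratios depends on that setting.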

A total of 51 known miRNAs were designated as significantly differentially expressed miRNAs. Generally, 19 miRNAs, including miR159a, miR1125, miR169f-3p, miR319b-3p, miR1130b-3p, miR5200a-3p, and miR9662a-3p, were abundant in at least one of the vegetative stages and had low expression levels at the spring green-up and jointing stages. miR8175, miR2111a-3p, and miR9773 were significantly induced at the spring green-up stage. miR164a, miR165/166, and miR9675-3p were highly expressed at the winter dormancy and spring green-up stages. 

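All 19 labels of the vegetative group met the fold and level rule. The steepest fall among them without a listed 0 was that of miR9778, from 753.1 TPM at the winter dormancy stage to 414.2 TPM at the spring green-up stage and 13.9 TPM at the jointing stage. For miR2275b-5p the values were 1568.0 and 1831.5 TPM at the first 2 stages and it was listed at 0 at the last 2. The value of miR7767-5p was 312.9 TPM at the three-leaf stage and 161.2 TPM at the jointing stage, with 0 listed between them. For miR9652-5p the value at the spring green-up stage, 755.7 TPM, was above the 596.0 TPM of the three-leaf stage. Among the miRNAs of the winter and spring group, miR9675-3p went from 395.2 TPM at the winter dormancy stage to 411.2 TPM at the spring green-up stage and 126.6 TPM at the jointing stage. The values of miR319b-3p were 2474.2 TPM at the three-leaf stage, 462.3 TPM at the winter dormancy stage and 58.2 TPM at the spring green-up stage, and it was listed at 0 at the jointing stage. At that stage 234.1 TPM were listed under miR319a-3p and 207.2 TPM under miR319c, whose sequences are near-identical to it, so reads of the family could be divided between the names. Summed over the family, the values were 2486.4, 474.8, 69.3 and 441.3 TPM.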

Six miRNAs (miR160a-5p, miR167a, miR394a, miR530-5p, miR1117, and miR9672b) were induced at the spring green-up stage and exhibited the highest expression level at the inflorescence initiation stage; 20 miRNAs, including miR391-5p, miR172a-5p, miR393-5p, miR398f-5p, miR408d, miR528-5p, miR2095-3p, miR5240, miR2118a-3p, miR7532a, and miR9672b, were highly induced at the jointing stage (**Figure 2A**). 

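Of the 6 miRNAs in the first group, miR160a-5p rose from 51.3 TPM at the winter dormancy stage to 535.2 TPM at the spring green-up stage, a 10.4-fold difference (95% interval 9.79 to 11.1), and reached 763.6 TPM at the jointing stage. Over the same stages miR530-5p went from 42.5 to 467.0 and 1316.3 TPM. For miR1117 the values were 204.3 and 216.3 TPM at the last 2 stages. In the second group, all 19 labels found in the table were more than 2-fold higher at the jointing stage than at every other stage, although miR398f-5p was not when summed with its family. For miR5240, the entry miR3441-5p.1 and miR8135 the jointing values were 844.4, 957.6 and 688.4 TPM, and all 3 were listed at 0 at the other stages. Levels rose from 5.7 TPM at the spring green-up stage to 160.2 TPM at the jointing stage for miR2949a-5p, and from 451.3 to 1273.7 TPM for miR393-5p. Over the whole table, 68 known miRNAs were more than 2-fold higher at the jointing stage than at every other stage. With listed zeros treated as missing, 37 were so against the other stages above 0, which could be a single stage.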

Forty novel/putative miRNAs were identified as DEG miRNAs. 

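Of the 82 predicted miRNAs, with or without a miRNA*, 58 met the fold and level rule, 28 of them with at least 1 stage listed at 0. With a level of more than 50 TPM, 12 met it. All 40 labels of Fig. 2B were found in the table, and 39 met the rule. For novel_miR1686 the highest value was 1.80-fold the lowest.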

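At the spring green-up stage, novel_miR2079 had 8.4 TPM and was listed at 0 at the jointing stage, where novel_miR5816, whose sequence overlaps it, was listed at 4.9 TPM. Reads of this pair could be listed under either name. From the three-leaf to the jointing stage novel_miR929 went from 18.5 to 1.5 TPM. At the jointing stage novel_miR866 was at 0.4 TPM against 11.1 TPM at the spring green-up stage, and novel_miR1322 was listed at 0 against 37.8 TPM. A smaller fall, from 14.9 to 6.9 TPM, was found for novel_miR1304.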

Ten novel miRNAs (novel_miR354, novel_miR1620, novel_miR193, novel_miR1202, novel_miR2079, novel_miR1356, novel_miR2129, novel_miR1560, novel_miR1419, and novel_miR929) showed higher expression at the three-leaf and winter dormancy stages; five novel miRNAs (novel_miR1818, novel_miR866, novel_miR1255, novel_miR1304, and novel_miR1322) were abundantly expressed at the three-leaf stage, winter dormancy stage, and spring green-up stage, while they were suppressed at the jointing stage. Novel_miR2567 and novel_miR259 were preferentially expressed at the winter dormancy and spring green-up stages; novel_miR4191, novel_miR1613, and novel_miR669 were highly expressed at the spring green-up stage but were suppressed at the jointing stage; novel_miR1875 and novel_miR390 were induced at the spring green-up and jointing stages. 

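Of the 10 miRNAs of the jointing group in Fig. 2B, 8 were more than 2-fold higher at the jointing stage than at every other stage. The values of novel_miR810 were 39.5 TPM at the winter dormancy stage and 59.3 TPM at the jointing stage, and those of novel_miR1737 were 13.4 and 19.1 TPM. At the jointing stage, novel_miR5169 had 88.6 TPM, novel_miR5542 had 28.6 TPM and novel_miR5756 had 10.2 TPM, with 0 listed at the other stages. The sequence of novel_miR3314, which overlaps that of novel_miR5542, was listed at 6.7 TPM at the winter dormancy stage. Reads of novel_miR5542 and novel_miR3314 could be listed under either name. For novel_miR692 the values were 0.6, 0.3, 0 and 6.5 TPM. The sequences of novel_miR5756 and novel_miR3791 overlap that of novel_miR1306, which had 24.4 TPM at the three-leaf stage, and with these sequences summed neither was more than 2-fold higher at the jointing stage than at every other stage. With listed zeros treated as missing, no fold could be formed for novel_miR5169, novel_miR5542 and novel_miR5756.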

Ten novel miRNAs (novel_miR1737, novel_miR810, novel_miR692, novel_miR3607, novel_miR5756, novel_miR5169, novel_miR5542, novel_miR523, novel_miR1154, and novel_miR3791) were exclusively induced in leaves at the jointing stage (**Figure 2B**).

**Figure 2:**
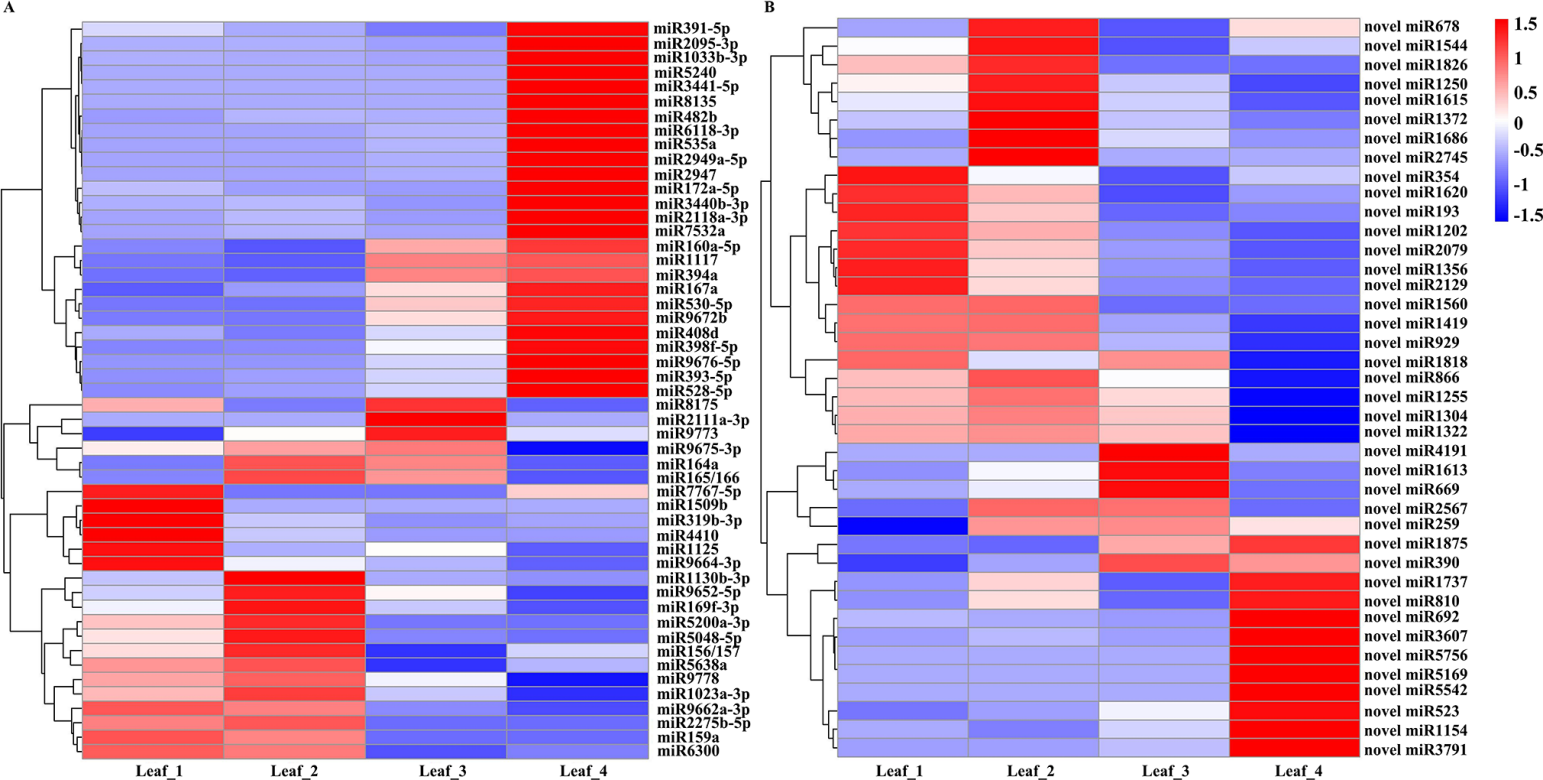
Heat map of differentially expressed known miRNAs **(A)** and novel miRNAs **(B)** in wheat leaves at four different development stages. Each column represents a stage, and each row represents a miRNA. The bar represents the scale of relative expression levels of miRNAs.

Under natural growth conditions, winter wheat is simultaneously exposed to cold weather and short photoperiod conditions in winter and then transits from the vegetative to reproductive growth in the next spring. Comparison of miRNA expression at winter dormancy and the three-leaf stage might reveal miRNAs essential for cold acclimation and/or miRNAs responsive to a short photoperiod. Compared to the three-leaf stage, miR7767-5p, miR1509b, miR319b-3p, miR1125, miR4410, miR9664-3p, and eight novel miRNAs (novel_miR354, novel_miR1620, novel_miR193, novel_miR1202, novel_miR2079, novel_miR1356, novel_miR2129, and novel_miR1818) in leaves were suppressed at the winter dormancy stage, whereas miR164a, miR165/166, miR1130b-3p, miR169f-3p, miR5048-5p, miR5200a-3p, miR9652-5p, and eight novel miRNAs (novel_miR678, novel_miR1544, novel_miR1826, novel_miR1250, novel_miR1615, novel_miR1372, novel_miR1686, and novel_miR2745) were significantly induced in winter and were suppressed at the spring green-up stage (**Figure 2**). These data specify the potential regulatory function of miRNAs in modulating the growth and development of wheat at the winter dormancy stage.

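Between the three-leaf and winter dormancy libraries, 29 known miRNAs were more than 2-fold lower and 32 more than 2-fold higher at the winter dormancy stage, with more than 5 TPM in at least 1 of the 2. All 6 known miRNAs named as suppressed were among the 29. For miR1509b the value went from 400.3 TPM to a listed 0, and for miR4410 from 265.3 to 32.7 TPM. The change of miR1125 was from 265.5 to 131.9 TPM, a 2.01-fold difference with a 95% interval of 1.92 to 2.11, and that of miR9664-3p was 2.11-fold (1.88 to 2.36), so counting error alone spans the 2-fold line for both. In the same comparison miR319b-3p was 5.35-fold lower (5.24 to 5.47). Of the 7 named as induced, with miR165/166 as the family sum, 5 were more than 2-fold higher. For miR1130b-3p the difference was 2.06-fold (1.95 to 2.17), for miR9652-5p it was 2.04-fold (2.00 to 2.08), and for miR5048-5p it was 1.51-fold. Values of miR164a rose from 1110.5 to 2422.5 TPM and were 2130.8 TPM at the spring green-up stage. Scaling by the total of all listed miRNAs brought 4 of these 5 below 2-fold, with a log2 fold change of 0.88 for miR164a, 0.83 for miR165/166, 0.80 for miR1130b-3p and 0.79 for miR9652-5p. That total mostly follows miR168, since it moved by a log2 of 0.242 in winter and by 0.033 without that family. Under median-of-ratios scaling, which moves the winter values little, all 5 stayed above 2-fold. Summed over families, the log2 fold change was 0.79 for miR169f-3p, 0.82 for miR1130b-3p, 0.95 for miR9652-5p and 1.12 for miR164a. The 8 predicted miRNAs named as suppressed were all lower at the winter dormancy stage, and none of them by more than 2-fold. Their largest difference was 1.72-fold (1.55 to 1.90), for novel_miR2079, and the smallest was 1.23-fold, for novel_miR1202. Scaled by the total of all listed miRNAs, novel_miR2079 had a log2 fold change of -1.02. Of the 8 predicted miRNAs named as induced, novel_miR678 rose 2.43-fold (1.91 to 3.12) and novel_miR2745 was listed at 0 at the three-leaf stage. The other 6 differed by less than 2-fold. From these comparisons the paper proposes a regulatory function of miRNAs at the winter dormancy stage.

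**Figure D2:**
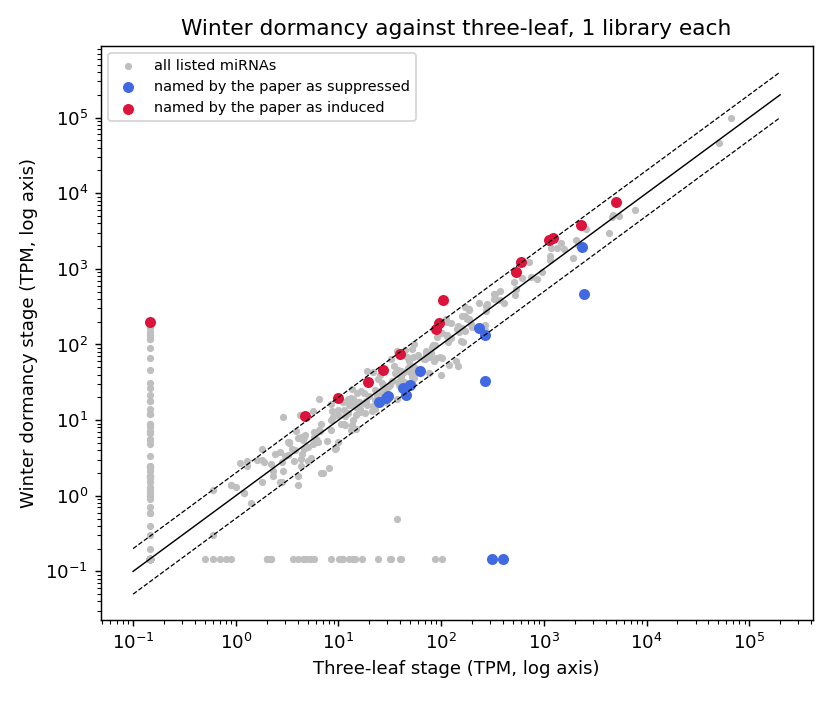
Each grey point is 1 listed miRNA, with its TPM at the three-leaf stage on the horizontal log axis and at the winter dormancy stage on the vertical log axis, 1 library each. Blue and red points are the miRNAs or summed families the paper names as suppressed and induced, the solid line is equality and the dashed lines are 2-fold, and values under 3 reads were set to 3 reads.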

To validate the expression profiles obtained by sRNA-Seq, the RNA samples were first polyadenylated and then reverse-transcribed to cDNA. Eighteen DEG miRNAs were randomly selected for verification by qRT-PCR; three of them failed due to multiple amplification products. The expression patterns of the remaining 15 miRNAs detected by qRT-PCR were consistent or partially consistent with those determined by deep sequencing, although the fold change in expression varied between the sRNA-Seq and qRT-PCR results (**Figure 3**). 

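All 15 miRNAs of Fig. 3 were found in the deposited tables and met the fold and level rule on the sRNA-Seq side. The values of miR528a-3p were 3.3, 5.0, 4.9 and 81.7 TPM from the three-leaf to the jointing stage. Those of miR9672b were 949.1, 914.6, 2333.4 and 3917.5 TPM. For novel_miR1154 they were 13.3, 7.4, 18.7 and 62.2 TPM, and for novel_miR1875 they were 17.9, 17.0, 31.3 and 38.3 TPM. The 2 lowest values of novel_miR1875 did not differ beyond counting error (exact conditional binomial test, two-sided p = 0.50).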

Previous studies have shown that miR156 is highly expressed in juvenile plants and is suppressed in adult plants. 

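In the sRNA-Seq data miR156a-5p had 1145.0 TPM at the three-leaf stage, 1483.2 TPM at the winter dormancy stage, 673.4 TPM at the spring green-up stage and 826.4 TPM at the jointing stage. Compared with the three-leaf stage it was 1.30-fold higher in winter (95% interval 1.27 to 1.32), lower at the spring green-up stage by a fold with a 95% interval of 1.66 to 1.74, and 1.39-fold lower at the jointing stage (1.36 to 1.41). Each of these differences was below 2-fold. The other members of the miR156/157 family were low or were listed at 0 at some stages, and miR156d-3p had 213.1 TPM at the jointing stage.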

Compared with the three-leaf stage, the expression of miR156a-5p at the spring green-up stage and jointing stage was relatively low by both sRNA-Seq and qRT-PCR, while the downregulation pattern at the winter dormancy stage detected by qRT-PCR was not observed by sRNA-Seq (**Figure 3**), probably due to the two mismatches allowed during the annotation of known miRNAs.

**Figure 3:**
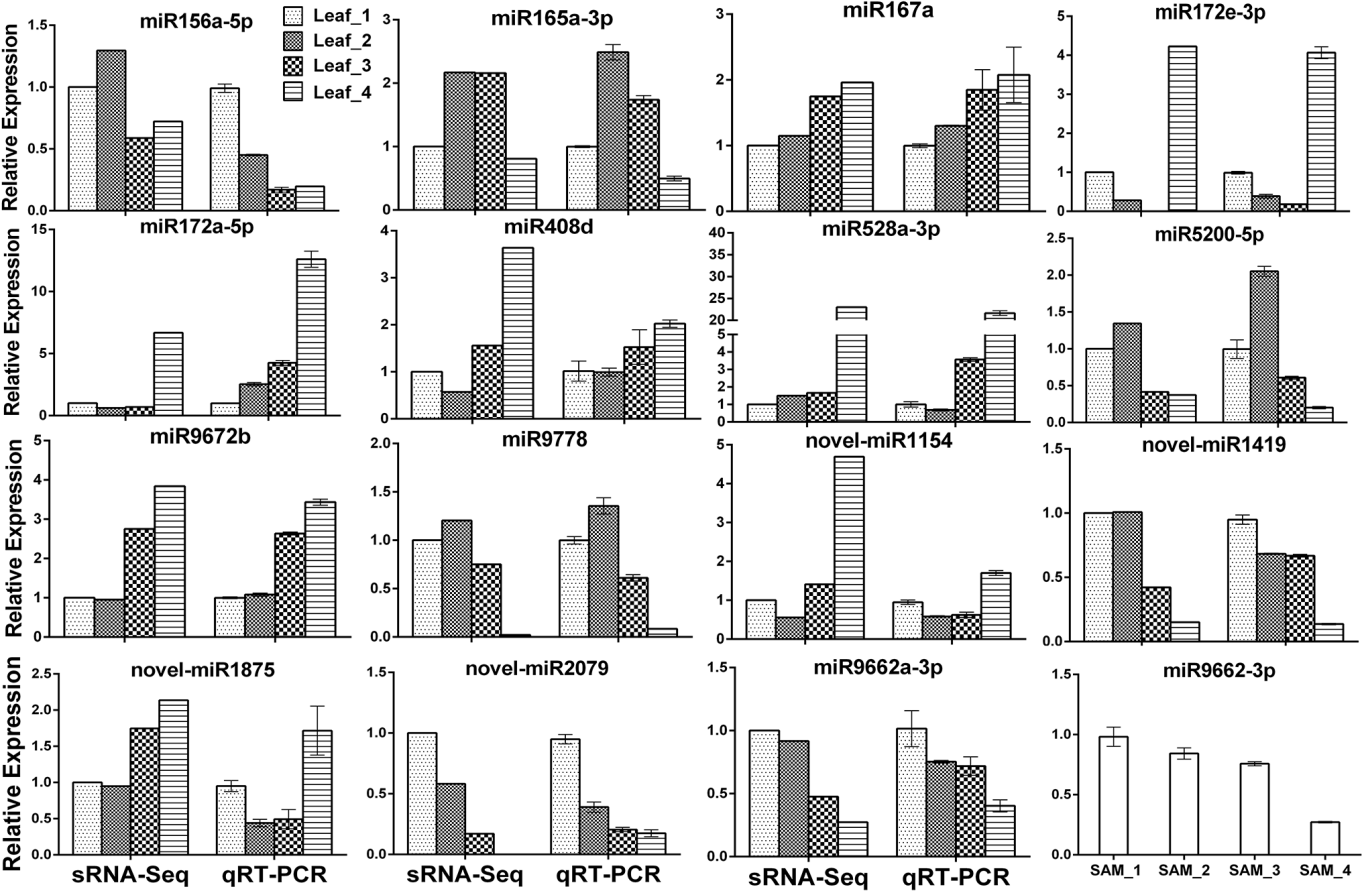
Validation of differentially expressed known and novel miRNAs derived from high-throughput sequencing by qRT-PCR.

### Prediction of Potential Target Genes of Known and Novel miRNAs

Identification of miRNA target transcripts is essential to comprehensively understand miRNA-mediated gene regulation. Potential target transcripts for the known and novel miRNAs from wheat were predicted using the PsRobot pipeline (only those with alignment scores between the query miRNA and targets less than 2.5 were considered). Consequently, 4,780 targets for 224 known miRNAs and 1,467 targets for 48 novel miRNAs and 25 putative miRNAs were predicted (**Supplemental Tables S7**–**S8**). A number of targets were found to be TFs, including MYB TFs (target of miR159), homeobox-leucine zipper protein (target of miR164), TF IIIB 90 kDa subunit (target of miR394), and MADS-box TF (target of miR444). Other conserved miRNA targets, including transport inhibitor response 1 (target of miR393), auxin response factor (target of miR160 and miR167), sulfate transporter 2 (target of miR395), laccase (target of miR397), and Cu/Zn superoxide dismutase (SOD, target of miR398) were also found (**Supplemental Table S7**). In addition to the well-documented conserved targets, three *VRN3* genes were also predicted as targets of miR5200 (**Supplemental Table S7**). Many novel targets were also predicted for known and novel miRNAs. Although most of the predicted miRNA–target relationships need to be further validated experimentally, these results strongly suggest that wheat miRNAs are involved in the regulation of various biological processes, like plant architecture, development, and biotic and abiotic stress response.

Using the RLM-5′RACE technique, eight genes were verified as *bona fide* miRNA targets (**Table 3** and **Figure 4**). Among them, two conserved targets for miR171 (TRIAE_CS42_6AL_TGACv1_472660_AA1524550.1, scarecrow-like protein) and miR172 (TRIAE_CS42_2AL_TGACv1_097448_AA0324210.1, AP2-like ethylene-responsive TF) were verified. Four novel targets for *Pooideae*-specific/wheat-specific miRNAs were validated. miR1127 was found only in wheat and *Brachypodium distachyon*; we confirmed that this miRNA targets TRIAE_CS42_5BS_TGACv1_423630_AA1380910, a disease resistance protein, RGA1. miR5181, miR9662a-3p, and miRNA9674 were found in wheat, and its progenitor, *Aegilops tauschii*, TRIAE_CS42_4DL_TGACv1_343545_AA1136340 (a predicted protein), TRIAE_CS42_6DS_TGACv1_542718_AA1728780 (transcription termination factor mTERF15), and TRIAE_CS42_6BS_TGACv1_513439_AA1641660 (protein Rf1, mitochondrial-like) were verified as their corresponding targets. Notably, targets for two novel miRNAs were also verified. TRIAE_CS42_3B_TGACv1_220641_AA0713280 (integrator complex subunit 9) and TRIAE_CS42_2AS_TGACv1_113055_AA0350560 (beta-galactoside alpha-2, 3-sialyltransferase) were targeted by novel_miR692-5p and novel_miR84, respectively. It is worth noting that no miRNA* was detected for novel_miR84, but its precursor has a perfect fold-back structure (**Supplemental File S2**).

**Table 3:** Validated miRNA target genes and primer sequence.

miRNA	Target gene ID	Primer sequence (5’–3’)	Target annotation
novel_miR692-5p	3B_220641_AA0713280.1 (Traes_3B_E1131EA03.1)	Rev1: AACACCAATCTCCGTCCGTC	Integrator complex subunit 9 homolog
		Rev2: AGTAGAATCGATCGCTACAAC	
novel_miR84	2AS_113055_AA0350560.2 (Traes_2AS_6BF19AB61.1)	Rev1: ACAGACCGTATGCTAGCAATG	Beta-galactoside alpha-2,3-sialyltransferase
		Rev2: ACACTCCTGTGTTCAGCCTC	
tae-miR1127a	5BS_423630_AA1380910.2	Rev1: ACTGCACGATATTTGGATGCTTAAC	Putative disease resistance protein RGA1
		Rev2: TATTCTTGAGTCCACTGAGAATCC	
tae-miR171a-3p	6AL_472660_AA1524550.1 (Traes_6DL_26DDCA106.1)	Rev1: AGTACCACGGCGATGAGCAAG	Scarecrow-like protein 6
		Rev2: AGGCGATTTCGTCGAGAAGC	
tae-miR172e-3p	2AL_097448_AA0324210.1 (Traes_2AL_5BA7E2623.1)	Rev1: ACCACATCCATCCGTCCTCTC	AP2-like ethylene-responsive TF
		Rev2: AGTTCCAGTTGAGTTGTGGTG	
tae-miR5181-3p	4DL_343545_AA1136340.2 (Traes_4DL_9294C72F2.1)	Rev1: AGCGAGTACACATATACAGGACAG	*vulgare* mRNA for predicted protein
		Rev2: TAACAGGAGGCAAAATGCCG	
tae-miR9662a-3p	6DS_542718_AA1728780.1 (Traes_6DS_F6C7E588F.1)	Rev1: AGCTCAAGTCACGATCTAGCAG	Transcription termination factor MTERF15
		Rev2: TGATCGATGAGCAATGTACACG	
tae-miR9674b-5p	6BS_513439_AA1641660.1	Rev1: TTACCTTCTGCAGCCTATGAC	Protein Rf1, mitochondrial-like
		Rev2: AGCTCTGTCATGAGGTACCCTG	

3B_220641_AA0713280.1 is a short name of TRIAE_CS42_3B_TGACv1_220641_AA0713280.1 in ftp://ftp.ensemblgenomes.org/pub/plants/release-37/fasta/triticum_aestivum/; the same abbreviation applies to other target gene IDs. Gene ID in parenthood is the gene ID in  ftp://ftp.ensemblgenomes.org/pub/plants/release-31/fasta/triticum_aestivum/.

**Figure 4:**
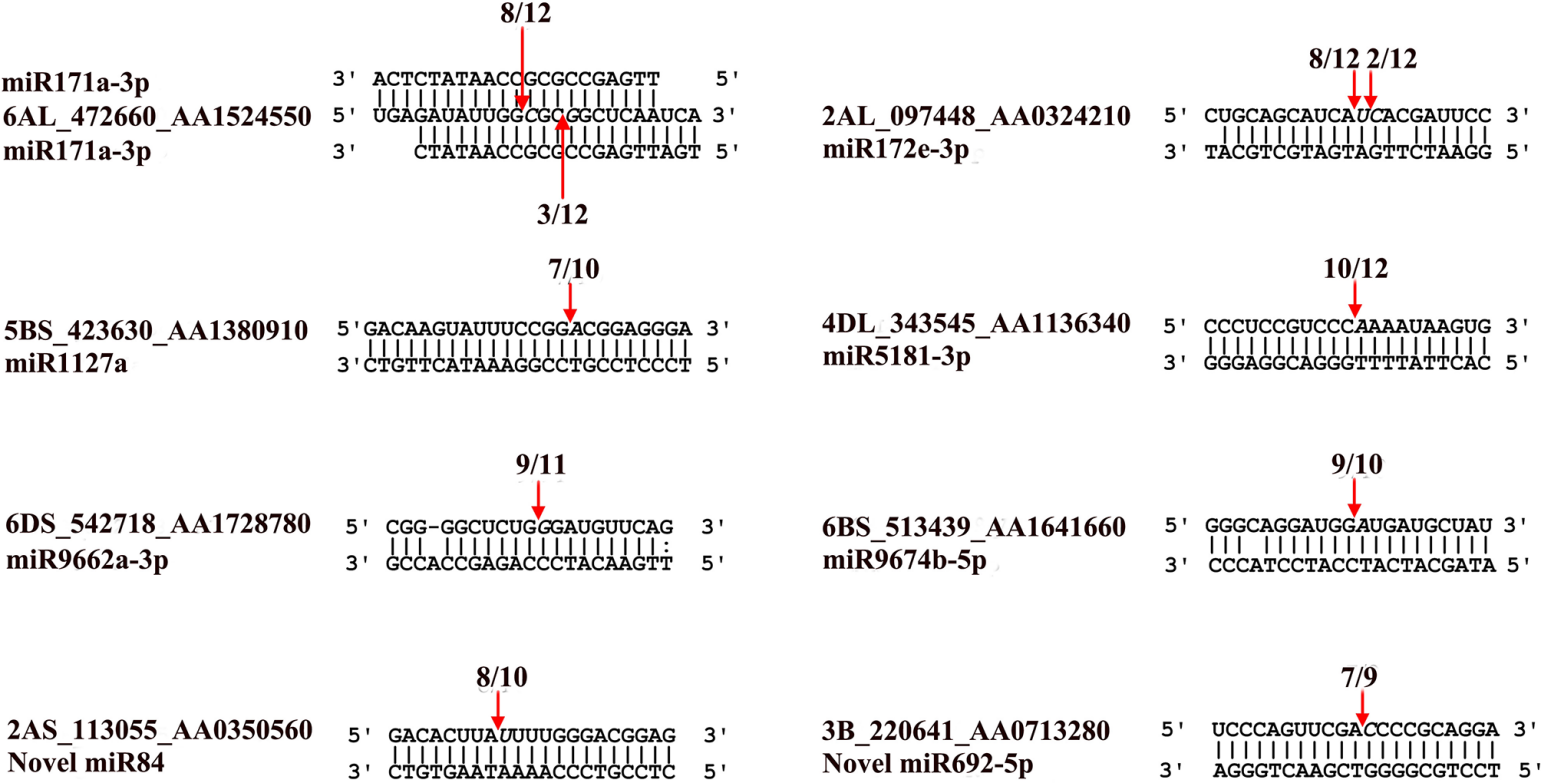
Validation of known and novel miRNA targets using RLM-5’RACE assay. Arrows indicate the cleavage sites detected by RLM-5’RACE.

## Discussion

Winter wheat requires prolonged exposure to cold temperatures for acceleration of flowering. miRNAs play important roles in the growth and development of plants, adjusting to various stress and hormone response (Rogers and Chen, 2013; Yu et al., 2017). To investigate the potential roles of miRNAs during cold acclimation and vegetative/reproductive transition of winter wheat under natural growth conditions, we performed a comprehensive analysis of sRNAs in the wheat leaves at four different growth and development stages. In total, 373 known miRNAs belonging to 289 miRNA families, 55 novel miRNAs, and 27 putative novel miRNAs were identified by high-throughput sequencing. The abundance of conserved miRNAs varied; miR168 was found to be the most abundant conserved miRNA. Other highly expressed miRNAs included miR159, miR167, miR156, miR66, miR167, miR5048, miR5062, miR7757, miR9662, miR9672, and miR9674, in agreement with the results of a previous report (Han et al., 2014). Conserved miRNAs and their corresponding target genes are commonly found in all or most of the plant species (Pokoo et al., 2018). All 23 most conserved miRNAs (miR156/157, miR159, miR160, miR161, miR162, miR164, miR165/166, miR167, miR168, miR169, miR170/171, miR172, miR319, miR390, miR391, miR393, miR394, miR395, miR396, miR397, miR398, miR399, and miR408) in eudicots (Zhang et al., 2011; Li et al., 2013; Meng et al., 2013; Pokoo et al., 2018) and miR444, a monocot-specific miRNA (Sunkar et al., 2008), were identified in this study, suggesting that these highly conserved miRNA families are evolutionarily conserved across all major lineages of plants and play specific functions in a variety of physiological processes in plant species. The number of less conserved and wheat-specific miRNAs is very high; this fact, together with the diverse expression pattern of miRNAs at four different growth and development stages (**Figure 2**, **Supplemental Tables S2**, **S4**, and **S5**), indicates the wide range of regulatory functions mediated by miRNAs in leaves during wheat growth and development.

MicroRNAs function by regulating target genes *via* sequence complementary based cleavage or translation repression (Llave et al., 2002; Rogers and Chen, 2013; Yu et al., 2017). Therefore, identification of miRNA target transcripts is essential for comprehensive understanding of miRNA-mediated gene regulation. Bioinformatics analysis predicted 4,780 targets for 224 known miRNAs (**Supplemental Table S7**) and 1,467 targets for novel and putative novel miRNAs (**Supplemental Table S8**). A number of conserved target genes were identified, including MYB TFs, homeobox-leucine zipper protein, MADS-box TF, transport inhibitor response 1, auxin response factor, sulfate transporter 2, laccase, and Cu/Zn SOD (**Supplemental Table S7**). Besides these known targets, a large number of novel targets for known miRNA and novel miRNAs were also predicted (**Supplemental Tables S7**–**S8**). Because not all predicted targets are the real targets, experimental validation is necessary to illustrate the biological function of these miRNAs in wheat. Using RLM-5′RACE, we confirmed eight miRNA target genes. Among these, two genes are conserved targets for miR171 and miR172, respectively; four targets for four *Pooideae*-specific/wheat-specific miRNAs were validated. miR1172a targets RGA1, a disease resistance protein; miR5181-3p targets a predicted protein; miR9674b-5p targets Rf1; TRIAE_CS42_6DS_TGACv1_542718_AA1728780.1, encoding mTERF15, is a target gene of miR9662a-3p (**Figure 4**). The mTERF family is comprised of a wide range of proteins localized in mitochondria, which have been shown in *in vitro* and *in vivo* studies to have roles in transcription initiation and DNA replication in animals, in addition to transcription termination (Roberti et al., 2009). Plant mTERFs also localize to chloroplast. A previous study showed that mTERF6 is required for maturation of chloroplast tRNA_ILE_ in *Arabidopsis* (Romani et al., 2015). Mutations in *mTERFs* alter the expression of organellar genes and impair the development of chloroplast and mitochondria. Changes in nuclear gene expression were also observed in *mterf* plants (Quesada, 2016). Moreover, a recent study revealed that mTERF5 can cause plastid-encoded RNA polymerase (PEP) complex to pause at *psbEFLJ* (encoding four key subunits of photosystem II) in *Arabidopsis*, confirming that RNA polymerase transcriptional pausing also occurs in plant organelles (Ding et al., 2019) and indicating the critical role of mTERFs in the growth and development of plants. 

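Levels of miR9662a-3p in leaves were 5345.9 TPM at the three-leaf stage, 4960.6 TPM at the winter dormancy stage, 2269.0 TPM at the spring green-up stage and 1570.3 TPM at the jointing stage. The jointing value was 3.40-fold below that of the three-leaf stage (95% interval 3.36 to 3.45), and the order of the 4 values followed the order of the stages.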

We found that the expression of miR9662a-3p in leaves was gradually decreased with the growth of wheat plants (**Figure 3**) and speculate that it might be an important regulator during wheat growth and development. We further checked the expression of miR9662a-3p in shoot apical meristem (SAM) at the same growth stage and found a similar expression pattern in SAM to that in leaves (**Figure 3**). Further studies are required to determine the potential roles of mTERF15 in wheat. Most importantly, targets for two novel miRNAs were validated in this study; novel_miR692-5p targets an integrator complex subunit 9, and novel_miR84 targets beta-galactoside alpha-2,3-sialyltransferase. These results not only prove that they are true miRNAs but also demonstrate that these novel miRNAs are functional in modulating the expression of their target genes at the post-transcriptional level in wheat.

A total of 91 differentially expressed miRNAs were identified. Conserved miR156, miR164a, miR165/166, miR159a, miR169f-3p, and miR319b-3p were highly expressed at the vegetative growth stage, and miR160a-5p, miR167a, miR172a-5p, miR393-5p, miR398f-5p, and miR408d were abundantly expressed at the jointing stage (**Supplemental Table S2** and **Figure 3**). The target genes of the most conserved miRNAs are TFs (Li et al., 2010). It is well known that a TF can regulate the expression of multiple downstream target genes by either activation or suppression; therefore, the different regulation patterns of these conserved miRNAs imply that complicated transcription and post-transcription regulation underlie the growth and development processes in winter wheat. Previous studies have shown that miR156 and miR172 have opposite patterns of temporal regulation in several plant species (Wu and Poethig, 2006; Poethig, 2009; Wu et al., 2009; Gao et al., 2017). 

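For miR172a-5p the sRNA-Seq values were 13.6, 8.5, 8.4 and 97.7 TPM from the three-leaf to the jointing stage, an 11.6-fold difference between the last 2 (95% interval 9.88 to 13.8). The values of miR172e-3p were 8.0 and 2.3 TPM at the first 2 stages, a listed 0 at the spring green-up stage and 36.3 TPM at the jointing stage. Its jointing value was 4.54-fold that of the three-leaf stage (3.83 to 5.42).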

In this study, the expression level of miR156a-5p in leaves was low at the spring green-up stage and jointing stage compared with that at the three-leaf stage, while miR172 was expressed at very low levels during the vegetative growth and spring green-up stages, but its expression was increased significantly at the jointing stage (**Figure 3**), confirming that the regulatory circuit of the miR156/miR172 module is highly conserved among phylogenetically distinct plant species and plays important roles in regulating flowering (Wang and Wang, 2015; Wang et al., 2015). miR156 was reported to be induced by cold stress in *Brassica rapa* (Zeng et al., 2018), whereas it was downregulated by cold stress in rice (Cui et al., 2015), young spikes of wheat (Song et al., 2017), and *Astragalus membranaceus* (Abla et al., 2019). Overexpression of rice miR156 in *Arabidopsis*, pine, and rice resulted in improved cold stress tolerance by increasing cell viability and growth rate under cold stress (Zhou and Tang, 2018). The altered expression of miR156a-5p at the winter dormancy stage indicates that miR156 is not only a flowering regulator but also a cold stress responder in plants.

MicroRNAs have been demonstrated to be involved in the regulation of cold stress in different plant species (Megha et al., 2018). In the present study, the expression of miR319b-3p, miR1125, miR1509, miR4410, miR7767, and miR9664 was highly repressed at the winter dormancy stage compared to their expression at the three-leaf stage (**Figure 2A**, **Supplemental Table 2**). In previous studies, it has been reported that miR319 is a cold stress–responsive miRNA, which was shown to be upregulated in *Arabidopsis* and sugarcane (Sunkar and Zhu, 2004; Thiebaut et al., 2012) but was downregulated by cold stress in rice (Yang et al., 2013; Wang et al., 2014b). Overexpression of miR319 or RNA interference of its targets (*OsPCF5* RNAi and *OsPCF8* RNAi) in rice leads to the upregulation of cold-responsive genes and improved cold tolerance (Yang et al., 2013; Wang et al., 2014b). The downregulation of miR319b-3p at the winter dormancy stage demonstrated the essential role of miR319 in cold acclimation of wheat grown in the field. Compared to the three-leaf stage, the expression of miR164a, miR165/166, miR169f-3p, miR1130b-3p, miR5048-5p, miR5200a-3p, and miR9652-5p was significantly induced in winter (**Figure 2**). The induction of miR164 and miR169 by cold stress has been reported in *Astragalus membranaceus* (Abla et al., 2019); miR165 and miR1130 were reported to be induced by cold stress in young wheat spikes (Song et al., 2017). Wheat miR166 was induced at the winter dormancy stage, in agreement with the previous finding that it is a cold-responsive miRNA in *Brassica rapa* (Zeng et al., 2018).

*FLOWERING LOCUS T* (*FT*) is a key gene involved in the regulation of flowering time. FT is a mobile florigen, transported from leaves into the phloem and then to SAMs, and initiates phase transition (Corbesier et al., 2007). Wheat *FT1 (VRN3)* is one of the most important flowering promoters. Expression of *VRN3* is activated by vernalization, suppressed in short-day conditions, and induced under long-day conditions (Yan et al., 2006). Recent studies revealed that expression of *VRN3* is also directly or indirectly regulated by miRNAs at the post-transcription level. miR5200, a *Pooideae*-specific miRNA, targets *FT* orthologs in *Brachypodium distachyon*. bdi-miR5200 was reported to be abundantly expressed in the leaves of plants grown under short-day conditions but was dramatically suppressed in plants under long-day conditions (Wu et al., 2013). It was reported that wheat miR5200 is under negative control of the light receptor PhyC and also targets *VRN3* in wheat (Pearce et al., 2016). 

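Wheat miR5200a-3p had 2298.1 TPM at the three-leaf stage, 3789.9 TPM at the winter dormancy stage, 531.2 TPM at the spring green-up stage and 437.1 TPM at the jointing stage. The fall from the winter dormancy to the spring green-up stage was 7.13-fold (95% interval 6.98 to 7.29). This was the largest fall between these 2 stages among the 98 known miRNAs that were above 0 in all 4 libraries and above 50 TPM in at least 1 of the 2. Outside that set there were steeper falls. For miR319b-3p, listed at 0 at the jointing stage, the value went from 462.3 to 58.2 TPM, and miR2275b-5p went from 1831.5 TPM to a listed 0. The difference of miR5200a-3p between the first 2 stages was 1.65-fold (1.63 to 1.67).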

We found that wheat miR5200a-3p was highly expressed in leaves under short-day conditions (three-leaf stage and winter dormancy stage), indicating that miR5200 functions in the degradation of *VRN3* transcripts and provides another layer of assurance that flowering does not occur in late autumn or transient warm conditions in winter. Low expression level of miR5200a-3p at the spring green-up and jointing stages contributes to the accumulation of *VRN3* transcript and protein. TIME OF CAB EXPRESSION 1 (TOC1) is a key component of the plant circadian clock and is closely linked to the CO-FT flowering pathway (Niwa et al., 2007). miR408 is a copper deprivation responsive miRNA and targets plantacyanin and copper-containing protein genes (Li et al., 2010; Zhang et al., 2011). 

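The miR408 family was listed as miR408d alone, with 1.4, 0.8, 2.0 and 5.6 TPM from the three-leaf to the jointing stage. The jointing value was 4.00-fold that of the three-leaf stage, with a 95% interval of 2.67 to 6.35. The first 2 stages did not differ beyond counting error (exact conditional binomial test, two-sided p = 0.071).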

Wheat *TOC1s* were confirmed as target genes of miR408; both knockdown of wheat *TOC1* and overexpression of miR408 resulted in early heading phenotype (Zhao et al., 2016); further study revealed that miR408-mediated cleavage of *TOC1s* could activate the expression of wheat *VRN3* gene and promoted phase transition (Zhao et al., 2016). sRNA-Seq showed that the expression level of miR408 was relatively low at all four stages, but induction of miR408d at the jointing stage was obvious and was validated by qRT-PCR (**Figure 3**), confirming previous findings that miR408 is a promoter of wheat flowering.

miRNA159 targets GAMYB TFs. Previous studies in wheat, barley, and rice identified the role of GAMYB in anther development (Murray et al., 2003; Kaneko et al., 2004; Wang et al., 2012b). 

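The sequence listed as miR159a.1 had 46342.4 TPM at the winter dormancy stage and 18090.8 TPM at the spring green-up stage. Its spring green-up value was 2.81-fold below that of the three-leaf stage (95% interval 2.80 to 2.82).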

We found that the expression of wheat miR159a was significantly suppressed at the spring green-up stage and jointing stage (**Figure 2** and **Supplemental Table S2**), which suggests that miR159 is a suppressor of flowering in wheat. This correlates well with a previous finding that elevated expression of miR159 results in delayed flowering in *Arabidopsis* (Achard et al., 2004). miR2111a-3p, miR8175, and miR9733 were significantly induced in wheat leaves at the spring green-up stage. 

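In the deposited table miR2111a-3p had 1385.5 TPM at the spring green-up stage and was listed at 0 at the other 3 stages. The value of miR8175 at the spring green-up stage was 310.2 TPM, which was 1.72-fold that of the winter dormancy stage (95% interval 1.65 to 1.80) and 1.17-fold that of the three-leaf stage (1.12 to 1.21). For miR9773, the name used in Fig. 2A, the spring green-up value of 2631.6 TPM was 1.38-fold that of the winter dormancy stage (1.37 to 1.40) and 2.23-fold that of the three-leaf stage.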

The induction of miR2111 after cold stress was reported in *A. membranaceus* (Abla et al., 2019). Auxin efflux carrier and mitogen-activated protein kinase kinase kinase 13 were predicted as targets of miR2111 (**Supplemental Table S7**); however, the exact biological function of miR2111 in regulating growth and development in wheat remains unclear.

Several miRNAs, such as miR160a-5p, miR167a, miR172a-5p, miR391-5p, miR394a, miR398f-5p, miR528-5p, and miR530-5p, were highly expressed at the jointing stage. miR528 is a monocot-specific miRNA, which accumulates in old plants of rice and exhibits diurnal rhythms of expression. It promotes flowering in rice under long-day conditions by targeting *RED AND FAR-RED INSENSITIVE 2* (*OsRFI2*) (Yang et al., 2019). 

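The values of miR528-5p were 19.0 TPM at the three-leaf stage, 44.4 TPM at the winter dormancy stage, 114.4 TPM at the spring green-up stage and 426.7 TPM at the jointing stage. The last step was a 3.73-fold rise (95% interval 3.56 to 3.91).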

In wheat, the expression of miR528-5p was significantly induced at the jointing stage (**Figure 2A**), indicating that miR528-5p is essential for wheat flowering. In a previous study, it was shown that miR167 was abundantly accumulated in floral organs during the early stage of anther development in rice (Fujioka et al., 2008). In this study, miR167a was observed to be constantly induced after the winter season, and its expression reached the highest level at the jointing stage (**Figure 2A**, **Supplement Table S1**), indicating that miR167 might function as a promoter of flowering in wheat.

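Values of miR167a were 2044.6 TPM at the three-leaf stage, 2377.5 TPM at the winter dormancy stage, 3190.6 TPM at the spring green-up stage and 4312.8 TPM at the jointing stage. The jointing value was 2.11-fold that of the three-leaf stage (95% interval 2.09 to 2.13), and the winter value was 1.16-fold (1.15 to 1.18).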

*Cu/Zn SODs* are target genes of miR398. miR398 is expressed at optimal levels under normal growth conditions and is downregulated by oxidative stress in *Arabidopsis* (Sunkar et al., 2006). The inverse relationship between miR398 and *Cu/Zn* *SODs* has been observed under cold stress in wheat and other plants (Lu et al., 2010; Wang et al., 2014a). Expression of miR398 in wheat leaves was not altered at the winter dormancy stage. 

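The 2 members listed, miR398a-3p and miR398f-5p, summed to 113.3 TPM at the three-leaf stage and 119.6 TPM at the winter dormancy stage, a 1.06-fold difference. Scaled by the total of all listed miRNAs, the sign reversed, with a log2 fold change of -0.16. For miR398a-3p the values were 75.2 and 74.1 TPM (exact conditional binomial test, two-sided p = 0.69). For miR398f-5p they were 38.1 and 45.5 TPM (exact conditional binomial test, two-sided p = 0.00026), a 1.19-fold rise.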

Other cold stress–responsive miRNAs, such as miR394, miR396, and miR397 (Megha et al., 2018), did not show significant changes between the three-leaf stage and winter dormancy stage, the main reason for which could be attributed to the fact that winter wheat was grown in the field under natural weather conditions in this study. 

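Summed over each family, the value went from 6.0 to 2.9 TPM for miR394, from 1970.6 to 1468.4 TPM for miR396 and from 13.8 to 17.9 TPM for miR397 between the three-leaf and winter dormancy stages. For miR394 the difference was 2.07-fold, but the values lay near 5 TPM. Of the miR397 members, miR397a was listed at 0 at the winter dormancy stage and miR397-5p at 0 at the three-leaf stage.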

The temperature was fluctuant and decreased gradually, and the duration of cold weather was very long (cold acclimation), while most cold stress studies were conducted in controlled environments for short periods (cold stress). Moreover, photoperiod is another parameter; the impact of photoperiod on the expression of miRNAs has been confirmed (Wu et al., 2013; Pearce et al., 2016). Most of the studies on cold stress–responsive miRNAs were done under certain photoperiod conditions, while the photoperiod varied at different stages in this study.

Besides these conserved miRNAs, 30 other less conserved known miRNAs and 40 novel miRNAs were found to be differentially expressed in leaves during cold acclimation and vegetative/reproductive transition of winter wheat. Although target genes for most of these miRNAs were predicted, their regulatory role in the growth and development of wheat can only be clarified upon further experimental validation.

## Conclusions

We performed a transcriptome-wide identification and characterization of miRNAs from wheat leaves at four different stages of growth and development. A total of 373 known miRNAs belonging to 289 miRNA families and 82 novel miRNAs were identified. Ninety-one miRNAs were found to be differentially expressed at the four stages. The expression of six known and eight novel miRNAs was suppressed at the winter dormancy stage, whereas seven known and eight novel miRNAs were induced at this stage. Twenty known miRNAs and 10 novel miRNAs were significantly induced at the jointing stage. The expression of a number of representative miRNAs was verified by qRT-PCR analysis. Eight miRNA target genes were validated using an RLM-5′RACE assay; these included targets for two novel miRNAs and four *Pooideae*-specific miRNAs. This study provides valuable information for in-depth understanding of the regulatory mechanism of miRNAs in the growth and phase transition of winter wheat. Further studies are required to decipher how these miRNAs are involved in the growth and development of wheat.

## Data Availability

The sequencing data of this study have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI, GEO, http://www.ncbi.nlm.gov/geo/) under accession number GSE125391.

## Author Contributions

Y-FL conceived the idea and designed the study. KW, MW, LW, and DZ performed sample collection and RNA extractions. Y-FL, KW, MW, JG, and YZ analyzed the sRNA library data sets. KW, MW, JC, and MZ performed qRT-PCR analyses and miRNA target validation. Y-FL and KW prepared the manuscript. All authors reviewed and approved the final manuscript.

## Funding

This study was supported by grants from the National Natural Science Foundation of China (no. 31771703) and a stand-up fund from Henan Normal University to Y-FL.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification and Temporal Expression Analysis of Conserved and Novel MicroRNAs in the Leaves of Winter Wheat Grown in the Field
**Source:** Front Genet. 2019 Sep 4;10:779. doi: 10.3389/fgene.2019.00779
**Supplement:** Supplementary file 9

**Supplemental file 1. Foldback structure of novel MIRNA (with miRNA*) predicted by mfold server**

1. ***novel_MIRNA*_30**

10 20 30 40 50 60

CUUU GA- U AUCAAC C .-GCAAAAUCAGCUUCAC| A

AAGUUUGGCCAAGUCUA GAA AAUGU AGC ACAGC CAU A

UUUAAACUGGUUCAGAU CUU UUACA UUG UGUUG GUA A

UUUC AUC - CGAUUA A \ ----------------^ A

. 140 130 120 110 70

80 90

UACUU U A

UCG AAUAUAU U

AGU UUAUAUA A

U---- - U

100

1. ***novel_MIRNA_127***

10 20 30 40 50 60

- - A C A .-CUUGAA| A GA

CUG CUUCUCAUUUGAAGACU GUUUAUUA AU UAAGCAUAUU UGUUUG GA G

GAC GAAGAGUAGAUUUCUGA CAAAUAAU UA AUUUGUAUAA ACGAAC CU A

A G A A G \ ------^ A AG

190 180 170 160 150 70

80 90 100

GA U .-A A-- C A C

UCUCG GC GAAG GAG AUCAUUG UA A

AGAGU CG CUUC UUC UAGUAAU AU A

-- - \ - ACC U - C

120 110

130

AAGA A

GCC U

1. ***novel_MIRNA_128***

10 20 30 40 50 60

- - U A C A UU .-AGA| ACA

CUG CUUCUCAUC GAAGACU GUUUAUUA AU UAAGCAU--GUUUUUGGAAGU GAGAG GAUC \

GAU GAAGAGUAG UUUCUGA CAGAUAAU UA AUUUGUA CGAGAACCUUCA UUCUU CUAG A

A G U A A G \ CC \ ---^ ACG

190 180 170 160 130 120

80 90

CC--------- A A GA

GUGU GA GA \

CAUA UU CU A

AAUAAUAUCAA G A AC

110 100

140

CA--- UG A

U G C

A C C

UAAAG GU A

150

1. ***novel_MIRNA_193***

10 20 30 40 50 60 70 80 90

U G A -| A A G C C AG G G A

GUACAAUG GAG UGCUUA GGGAGGUGUUUAGA AAAUAAACCG GUUUUUCU AAGCACCGGUGC UAUUU UAU GA AGA GCUU G

CAUGUUAC UUC ACGAAU CCCUCCACGAAUCU UUUAUUUGGU CGAAAGGA UUCGUGGCCAUG AUAAA AUG CU UCU CGAA U

- G C C^ C C A A C GA A G U

180 170 160 150 140 130 120 110 100

1. ***novel_MIRNA_259***

10 20 30 40

-| C A A G U GG - CU

GUG UCAGG GAG UGACACCGAC CCGA CAGAU GUC GG \

UAC AGUCC CUC ACUGUGGUUG GGCU GUCUG CGG CC U

A^ A G C A U -- A AA

80 70 60 50

1. ***novel_MIRNA_364***

10 20 30

C| G

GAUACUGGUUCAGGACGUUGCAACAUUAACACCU U

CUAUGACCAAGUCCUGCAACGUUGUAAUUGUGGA U

A^ C

70 60 50 40

1. ***novel_MIRNA_381***

10 20 30 40

-| G G A UGUAU

UCCGUUC GAAUUACUUGUC CG AAAUGGAUGUAUCUAGA \

AGGCAAG UUUAAUGAACAG GC UUUACCUACAUAGAUCU U

G^ G A C UGAUU

90 80 70 60 50

1. ***novel_MIRNA_390***

10 20 30 40 50 60 70

GUGCU| C U AC A U UUGUUUG U UG GG AUGA

G AC GUCG CUG UUUGGUCGUGAU AUCGCGG UUGC U GG CAUGGGU U

C UG UAGC GAC AAACCAGCACUA UAGCGCC AACG G UU GUACCCA U

UUUUG^ U U GA A C UUCUGGA - GU A- AAAU

. 130 120 110 100 90 80

1. ***novel_MIRNA_553***

10 20 30 40 50

A| A A - UCUAA ACC

CUUCUCCUAGAAUUGCCACUU AU CUUUUUUG CAAUUCUUA UUAG \

GAAGAGGGUCUUAACGGUGAG UA GAAAAAAC GUUAAGGAU AAUC U

C^ G - U C---- AAU

100 90 80 70 60

1. ***novel_MIRNA_639***

10 20 30 40 50

GAAACCAA--| U AAC A UUUU

AUC UCAGG AGUUGAAGAUGAGAUAUUG ACGAAGA \

UAG AGUCC UCAACUUUUACUCUAUAAC UGUUUUU A

ACAACACCCA^ U CUA C CUUU

100 90 80 70 60

1. ***novel_MIRNA_641***

10 20 30 40

UACUU| A C U A C G A

ACUA UCCUUC GUC CAUAAUAUAA AA GUUUUU ACACUA \

UGAU AGGAAG CAG GUAUUAUAUU UU CAAAAA UGUGAU U

AUUUU^ G A U C A A G

90 80 70 60

1. ***novel_MIRNA_652***

10 20 30 40

-| G G A UGUAU

UCCGUUC GAAUUACUUGUC CG AAAUGGAUGUAUCUAGA \

AGGCAAG UUUAAUGAACAG GC UUUACCUACAUAGAUCU U

G^ G A C UGAUU

90 80 70 60 50

1. ***novel_MIRNA_669***

10 20 30 40 50

C| AACUU

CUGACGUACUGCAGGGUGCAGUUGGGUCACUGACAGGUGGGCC G

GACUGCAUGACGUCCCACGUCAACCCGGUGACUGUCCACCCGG C

-^ GCUUU

90 80 70 60

1. ***novel_MIRNA_678***

10 20 30 40 50

AUGUUAUAC - U C - .-AAA| GCU U A

AGAAGGGG AGCC UGG GCA GUGGU GCU GCCU GUGACC U

UCUUUCCC UCGG GCC CGU CAUCG UGA UGGG CACUGG G

GAAAUUAUA G - A A \ ---^ ACU - A

. 190 180 170 70 60

80 90

.-CCUGGAAA --- G

CAGCCU CUUACA A

GUCGGA GGAUGU A

\ -------- AAG A

110 100

120 130 140

CGUACUAUAGA .-AA U ACC

CCC AG GGUCGG C

GGG UC CCAGCC U

A---------- \ -- - CCU

150

G

GC C

CG A

A

160

1. ***novel_MIRNA_692***

10 20 30 40 50

AC AA U U A ---| C AC AU

GCGAGGA UUCC GCGGGG CGA CUGGGAACACAUGG GAUA GA CGCUUG \

CGCUCCU GAGG CGCCCC GCU GACUCUUGUGUACU CUAU CU GCGAGC U

GC CC U C G CAA^ U CA AG

. 110 100 90 80 70 60

1. ***novel_MIRNA_810***

10 20 30 40 50

----| A UC - G U AAU A UCA

UGUC GGGGGUG AGUUUCUU CAGAA AGCAUG CAUUUUCUGG GA GGC A

AUAG CCCCCAC UCAAAGAA GUCUU UUGUGC GUAAAAGACC CU CCG A

CAAC^ - CA A G C CUC A UCA

. 110 100 90 80 70 60

1. ***novel_MIRNA_866***

- A CC A | A

CAUU UAGUGUAGUCUCGU UCUUGCUAAGAUAU UUUAAA--UCCUC G

GUAA AUUAUAUCAGAGCA GGAGCGGUUCUAUA AGGUUU AGGAG C

C C UA C \ ^ A

120 110 100 90 50

60 70

AACAUACAG AAA

CUUA G

GAAU G

AG------- AUA

80

***(18) novel_MIRNA_1009***

10 20 30 40 50

-| C A U C UGUAU

ACUCC UCCGUUCCGA UUACUUGUCGCAGA AUGGAUGUAU UAGA \

UGAGG AGGCAAGGUU AAUGAGCAGCGUCU UACUUAUAUA AUUU U

A^ A G U U UGAUU

100 90 80 70 60

***(19) novel_MIRNA_1154***

10 20 30

-| UC C CA

GUACCC AUAAAAAGAAUGA CUCAUUGUCUU \

CAUGGG UAUUUUUCUUACU GAGUAACAGAA A

C^ GA A UC

70 60 50 40

(20) novel_MIRNA_1255

10 20 30 40 50 60 70 80

UGC A -| GCU UAAUUACCCCCCACU U -------- CGU

CUUUCCACAGCUUUCUUGA CUUC UCUUGC CUCCU CUC CUGUCUCUCCCU UUCUCUC U

GAAGGGUGUCGAAAGAACU GGAG AGAACG GAGGA GAG GACAGGGAGGGG GAGAGAG G

AAA G A^ AC- C-------------- - UAAGUACA AUG

150 140 130 120 110 100 90

***(21) novel_MIRNA_1304***

10 20 30 40 50

UUUU| C C U GAUAA GCU

UUA CACUG CGGUGAGUGCUU AUAUCUUCUU UUUUG A

AAU GUGAC GCUACUCACGAA UAUAGAAGAA AGAAC A

UUAU^ A A C AGA-- ACA

. 90 80 70 60

***(22) novel_MIRNA_1322***

10 20 30

C| U A A UG

UCUUCCUA CUAGAG AGCACAU CAAAAAAAUU G

AGAAGGAU GAUCUC UCGUGUA GUUUUUUUGG C

A^ C C G UU

70 60 50 40

***(23) novel_MIRNA_1372***

10 20 30 40

U| C U U C C GCCGAG AA

UCU CGUGGUU CCGGU CCAC UCGGC GCC UCCCAUG \

AGA GUAUCAA GGCCA GGUG AGCCG CGG GGGGUGC C

U^ C U C - A UA---- GG

90 80 70 60 50

***(24) novel_MIRNA_1401***

10 20 30 40 50 60

AU| AC C U C ACA A A CG

UGUAC UC C CCGU CCAUAAUAUAAGAUGUUUUUUGACACUA UA UGU AGA \

AUAUG AG G GGCA GGUAUUAUAUUCUAUAAAAAACUGUGAU AU ACA UCU U

UU^ A- C - A GUG C G UU

120 110 100 90 80 70

***(25) novel_MIRNA_1419***

10 20 30 40 50 60 70

G U - CC C --- .-CCAACA .-GCAA| C

UUAAAAGUG UA GGAACAACAACCGCAUUUUC CAUGG UCUCAU UAGGAUAGAUCCAA GCC UU U

AAUUUUCAC AU CCUUGUUGUUGGCGUAAAAG GUACC AGGGUA AUCCUAUCUAGGUU CGG AG A

- U C AC A AAA \ ------ \ ----^ G

190 180 170 160 150 140 130 80

90

AA C

GUAGC G

UAUCG A

GA A

100

110

ACCCC UCC

CCAUG A

GGUAC U

CUU-- UAC

120

***(26) novel_MIRNA_1544***

10 20 30 40

A---| UGCG U U AU

GCAAAGAU AAGAGCGCGAAGGAUU GCAGA ACUCCGUAAA \

CGUUUCUG UUCUUGUGCUUCUUAA CGUCU UGAGGUAUUU C

UUGA^ CAA- C C CA

90 80 70 60 50

***(27) novel_MIRNA_1560***

10 20 30 40 50 60 70 80

- U U U C C AUU .-AAUAA UU---| AA C

GAA AUA UGUAAACC UCACAAAUU CCUUGAUUAUUU AUAGCGCU UUAA AUGA UGUAUUGGA AAC \

UUU UAU ACAUUUGG AGUGUUUAA GGAACUAGUAAG UAUCGCGA AGUU UACU AUAUAACCU UUG A

G C U - - U AAU \ ----- UAUAC^ G- A

. 270 260 250 240 230 100 90

110

.-G G

ACUU A

UGAA A

\ - A

120 130 140 150 160

.-AAAAAAAUACA A UG AUUG- AGAAAGA

GUC U UAU UGUUUGACUU A

CGG A GUA ACAAAUUGAA A

\ ----------- A GU GAAAA AAAGUAG

190 180 170

200 210

AG GCUU U

AUGAAU UGC U

UACUUA ACG A

A- AGU- U

220

***(28) novel_MIRNA_1613***

10 20 30 40

UCCUUCCU -| A U

GGUGGGCGUACG GAACACGGGUG UUUUUC U

CUACCCGCAUGC CUUGUGCCCAC AAAAGG A

ACCCUUUC A^ - G

. 70 60 50

***(29) novel_MIRNA_1617***

10 20 30 40 50 60 70 80

C U C -| G UC AUA GG UC U C - CUUG

AUAACC CUUGAAU UUGG GAAAAA CUGCAUAAC CA AAUU AAACC AU UU UAUCCCA AAAUUG C

UAUUGG GAACUUA AACC CUUUUU GACGUAUUG GU UUGA UUUGG UA AA AUGGGGU UUUAAC A

C U U A^ A GA A-- AG UA U A C ACAA

. 150 140 130 120 110 100 90

***(30) novel_MIRNA_1686***

10 20 30 40 50 60

- - A .-UUACAUAUA .-UAUUUUUGAAA| A GA

GAUCUG CUUCUCAUCUGAAGACU GUUUA AGCA GUUUG GA G

CUAGAU GAAGAGUAGAUUUCUGA CAAAU UCGU CGAAC CU A

A G A \ --------- \ -----------^ A AG

170 160 150 70

80

AGA---- GUG

UCCC C

AGGG A

UACUACA AAG

100 90

110 120

ACAACUA AA CCA

CAAU UUCUU \

GUUA GAGAA C

CGCCAG- CC CUU

140 130

***(31) novel_MIRNA_1737***

10 20 30 40 50

AU| CAA A CCAA

GGG CCUUCA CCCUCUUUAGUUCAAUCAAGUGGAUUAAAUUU A

CCC GGAGGU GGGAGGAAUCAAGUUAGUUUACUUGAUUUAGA A

CU^ ACG G CAUU

100 90 80 70 60

***(32) novel_MIRNA_1744***

10 20 30 40 50 60 70 80 90 100 110

CG U CUC G AUC GGAA C UG CCAC UU-----| A

GCUAC CU CGUCC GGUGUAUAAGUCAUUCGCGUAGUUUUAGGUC GAUUUGA UUAAAUAUGUGUUAUAUGU A AAAAGUAUA UAGA UCC C

UGAUG GA GCAGG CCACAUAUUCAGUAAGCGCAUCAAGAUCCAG UUAAAUU GAUUUAUACAUAAUAUACA U UUUUUAUAU AUCU AGG A

CA - A-- G CUA GAUA C GU AUAA UUGAUGU^ C

220 210 200 190 180 170 160 150 140 130 120

***(33) novel_MIRNA_1875***

10 20 30 40 50

G U - U A C A CC-| GA-- AG

CUC C GG AGC GC GUUGAG UGAGAUUACCCCAUAC UG GCGUC \

GAG G CC UCG CG CAACUC ACUCUAAUGGGGUAUG AC CGUAG C

- U U C C A C CGC^ AUGC CU

100 90 80 70 60

***(34) novel_MIRNA_2079***

10 20 30 40 50

C --- CU U G A .-GU -|G

GC GCC GGAG CUCUGGUUGGUCUGU UUUGUUUCAAAC AGGUG CAGG C U

CG CGG CCUC GAGGCCAACCAGACA AAGCAGAGUUUG UCCAC GUCC G A

A AUA U- U A C \ -- U^C

. 120 110 100 90 60

70

U- CUCUC

GC \

CG U

GU UUGUU

80

***(35) novel_MIRNA_2133***

10 20 30 40

G UA -| UA

AAUUACUUGUCUUGGAUUUGUCUAGAUA GAUGUAUCUAG ACU C

UUAAUGAACAGAAUCUAAACAGAUCUAU CUACAUAGAUC UGA U

- GC G^ UU

90 80 70 60 50

***(36) novel_MIRNA_2185***

10

A .-A| CU

CUGCAUU GUGAU G

GAUGUGA CAUUA G

- \ -^ UU

180 20

30 40 50 60 70 80 90

U A G A .-GAGAA AUU- GUGA

CAAG GAAAGCAAUGUCAGA GAGUUUUAGCA CAGUCUGAA GCUG AUGUAUAU \

GUUC CUUUCGUUACGGUUU CUCGAAGUUGU GUCAGACUU CGAC UAUAUGUG G

A C A C \ ----- GGCU AGAG

170 160 150 140 110 100

120

A GA

GUAUAUUC \

UAUGUGAG G

A AG

130

***(37) novel_MIRNA_2191***

10 20 30 40 50 60 70 80 90

- G A CG- G GA-------------- UGC- -| AAUUCAUGC A AA CA AAAGU

CA CCUAC UUGAUCCCA UCUAAG CCUGGAGCAGCGUAGACGU GGGGU GUUGAAAU AUUG UCU GCC UC UUCA \

GU GGAUG AGCUGGGGU AGAUUC GGAUCUCGUCGUAUUUGCA CCCCA UAACUUUA UAAC AGA CGG AG AAGU C

C G C ACA A AAAAAAACACAACCCC CCAU U^ --------- - -- AG CAUAC

200 190 180 170 160 150 140 130 120 110

***(38) novel_MIRNA_2567***

10 20 30 40 50

G| AU A C U

CGUUUC UUCAUCAAUUUCUGUCUAACUAUUGUGCA UGUACC UG G

GUAAAG AAGUAGUUAAAGACAGAUUGAUAACACGU ACAUGG AC A

A^ -- G A C

90 80 70 60

***(39) novel_MIRNA_2745***

10 20 30 40 50 60 70 80 90 100 110

UCUC G C GU G C A ------- -- .-AACGACAACAUA| UGAA AA

CAUAU AA UG CUUGCUUAAUUUU UAGUCUUCUGGAUAUAUGCUUA AUAUAAUAA UAAU GUGA AGGUAGAUCA--UAG AUCUUUAGUCU CA \

GUAUA UU AC GAACGAAUUAGAG AUUAGAAGACUUGUGUACGAAU UAUAUUAUU AUUA UACU UCCAUCUAGU AUC UAGAGAUCAGA GU U

AAAU G C UG G C G GGAUAGC GU \ \ ------------^ UG-- AU

350 340 330 320 310 300 290 280 270 130 120

140 150

AGAACA - AACCAGAC

CUAUA CG \

GGUAU GC A

***(40) novel_MIRNA_2917***

10 20 30 40 50

G U -| G U AAU A UCA

GGGGUG CAGUUUC UUCAGAA AGCAUG CAUUUUCUGG GA GGC A

CCCCAC GUCAAAG AAGUCUU UUGUGC GUAAAAGACC CU CCG A

- C A^ G C CUC A UCA

100 90 80 70 60

***(41) novel_MIRNA_3314***

10 20 30 40 50 60 70

GU AA A AGCGUU-- -| A G CAU AG

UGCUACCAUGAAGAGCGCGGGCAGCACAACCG GGC CU GCGUA GG GG GCUG CGC \

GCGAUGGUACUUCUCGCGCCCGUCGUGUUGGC CUG GA CGCGU CC CC CGGC GCG C

CU -- C CCAUACUU G^ A G U-- UA

140 130 120 110 100 90 80

***(42) novel_MIRNA_3417***

10 20 30

A GAACUU - -| C GAGU

UUGAUU UCCAA CGGA CUCAUUC AU \

AACUAA GGGUU GCUU GGGUAAG UA A

G AGCAAC C A^ U ACAA

70 60 50 40

***(43) novel_MIRNA_3607***

10 20 30

A GAACUU - -| C GAGU

UUGAUU UCCAA CGGA CUCAUUC AU \

AACUAA GGGUU GCUU GGGUAAG UA A

- AGCAAC C A^ U GCAA

70 60 50 40

***(44) novel_MIRNA_3791***

10 20 30 40

AA - AA---| AAAAAG A UGGA

GA UGAAA ACCAAA CUCUGCCCUUCC UCUCU \

CU ACUUU UGGUUU GAGACGGGAGGG AGAGA U

AA G CCCUG^ CCG--- - UAGA

90 80 70 60 50

***(45) novel_MIRNA_4191***

- A C C UU .-A| AAUC A AUCUA

CUGCU UGCA ACGAUACU UUGGACGAUUC GGACGAUA UGCA AG CC \

GAUGA GUGU UGCUAUGA GACCUGCUAAG UCUGCUAU ACGU UC GG U

U A C C UC \ -^ GGA- A AAAUA

. 130 120 110 100 70

80

A-------- AG

CAC \

GUG C

ACAAAUUAG AC

90

***(46) novel_MIRNA_4740***

10 20 30

U| GCAAUUAAAC UUU

UGAUU UCGGCUCAAUCUUUUUU \

ACUAG AGCCGAGUUAGAAAAAA U

-^ AUAAAAAUA- UCU

70 60 50 40

***(47) novel_MIRNA_5134***

10 20 30 40 50 60 70 80 90

G - A UGGAGCAU - - GA- C U ACA -------- .-CA| U

CGAGGA CCCGACAGAGUUGGGC GUAUCCA GGG GCG GAGG AGGGCAU CCCAUA GA AAGUAGU CGAGC GGGU G

GUUUCU GGGUUGUCUCAACCCG CAUAGGU CCC CGC CUCC UCCCGUA GGGUAU CU UUCAUCG GCUCG CCCG C

- G C -------- A G ACC - C CGC UCCCGCUG \ --^ U

220 210 200 190 180 170 160 150

100

.-A - AU

GUGC CGCG \

CACG GUGU C

\ - A CA

120 110

130

GA C C

CCA CG C

GGU GC A

AG U C

140

***(48) novel_MIRNA_5169***

10 20 30 40 50 60 70 80 90

- G U C AU--------- UG GCA .-AAUAACAUA| CAA AAG

CUUAAUUUU UAAUCUUCUGGA AUAUGCUUG AUAUAAUAA GAUG AAGGUAGA UAGAAC AUCUUUAGUCU GC G

GAAUUAGAA AUUAGAAGAUUU UGUAUGAAU UAUAUUAUU CUAC UUCCAUCU GUUUUG UAGAGAUCAGA UG U

C G U C GAUUAGAAGAU UA A-- \ ---------^ --- AGG

. 300 290 280 270 260 250 240 110 100

120 130

.-AGAA .-AAGA CA

UGC UGUGU \

ACG ACACA C

\ ---- \ ---- UA

160

140

A------ AC

CA A

GU A

AUGAAAG AC

150

170 180 190 200

AAAAA U CC G G CA

UGGUAAA GGAGCU UGACUU UAGAUUAU U \

AUCAUUU CUUCGA ACUGAG AUCUAGUA G A

ACC-- U -- - G GA

230 220 210

***(49) novel_MIRNA_5172***

10 20 30

G --- - ---| C

AUCCCUUUU UUGGCGUCCCCAUGUC CC CC U

UAGGGAAAG AACUGUAGGGGUACGG GG GG G

- GAA C UGU^ U

70 60 50 40

***(50) novel_MIRNA_5542***

10 20 30 40 50 60 70

CGU AA A AGCGUU-- -| A G CAU AG

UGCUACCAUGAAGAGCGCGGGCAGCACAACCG GGC CU GCGUA GG GG GCUG CGC \

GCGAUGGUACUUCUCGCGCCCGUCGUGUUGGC CUG GA CGCGU CC CC CGGC GCG C

UCU -- C CCAUACUU G^ A G U-- UA

140 130 120 110 100 90 80

***(51) novel_MIRNA_5552***

10 20 30 40

GU GAUAUUAUAC G UG UUC .-A| G

GAUU CUCCC GACCAGAACUUCU U AG GGG G

CUAA GGGGG CUGGUUUUGGAGG G UC CCU A

G- AGACGCA--- A GU UAA \ -^ A

120 110 100 90 50

60 70

AUCAA AUCAA

GCUUG C

CGAAC C

CUAA- AAUUA

80

***(52) novel_MIRNA_5598***

10 20 30

AUUCCUCUUU| A AA

ACCG AGAAGCCUGUGCUCGA \

UGGU UUUUCGGGCACGAGCU U

UAUGCAAAAC^ C AA

60 50 40

***(53) novel_MIRNA_5756***

10 20 30

-| AAAA -- A UGGA

CA AAAG CUCUGCCCUUCC UCUCU \

GU UUUC GAGACGGGAGGG AGAGA U

U^ GG-- CG - UAGA

60 50 40

***(54) novel_MIRNA_5816***

10 20 30 40

GU- G A ----------|UC CG

CUCUGGUUGGUCUGU UUUGUUUCAAAC AGGUG G AGGCGUA \

GAGGCCAACCAGACA AAGCAGAGUUUG UCCAC C UCCGUGU U

UCU A C GUCGUUGUUU^UC CC

100 90 80 70 60 50

***(55) novel_MIRNA_5831***

10 20 30 40 50 60 70

U CU G U A G- A U AAAUUU .-A| AG

GCUCC UGCGA CUCGGCCGUUGGAUC UUGAU CAGCGGACAU UG GG GCUCC UUUGCA GA C

CGAGG ACGCU GAGUCGGCAACCUAG AGCUA GUCGCCUGUA GC CC CGGGG GGACGU CU C

- C- G - G GA - U ACCU-- \ -^ CC

160 150 140 130 120 110 80

90

AAGAA CU

GUCA \

CAGU A

G---- AA

100

# Supplementary material for: Identification and Temporal Expression Analysis of Conserved and Novel MicroRNAs in the Leaves of Winter Wheat Grown in the Field
**Source:** Front Genet. 2019 Sep 4;10:779. doi: 10.3389/fgene.2019.00779
**Supplement:** Supplementary file 10

**Supplemental file 2. Foldback structure of wheat putative MIRNAs predicted by mfold server**

(1) ***novel_MIRNA_1153***

10 20 30 40

-| U AUAA

UCCGUUCGGAAUUACUUGUC CGGAAAUGGAUGUAUCUAGA A

AGGCAAGCCUUAAUGAACAG GUCUUUACCUACAUAGAUCU A

G^ C GCAU

90 80 70 60 50

**(2) *novel_MIRNA_1202***

10 20 30

-| C C U

CCUGAA GUCUUCUUCAAGUA UCCACUUUUUUUUUC U

GGACUU UAGAAGAAGUUCAU AGGUGGAAAAAGAGG G

U^ U A C

70 60 50 40

**(3) *novel_MIRNA_1250***

10 20 30 40

-| UC UC CUAC

ACUC UCUAUCCCAUAAUAUAAGAGCGUUUU ACA \

UGAG AGGUAGGGUAUUAUAUUCUCGCAAAA UGU A

A^ GA GA AAUU

80 70 60 50

***(4) novel_MIRNA_1306***

10 20 30

AAACCAAAAAA| -- A - G

AAG CUCUGCCCUUCC UCUCU UC A

UUC GAGACGGGAGGG AGAGA AG U

AAAAACAAG--^ CG - U A

70 60 50 40

***(5) novel_MIRNA_1327***

10 20 30 40

C U -------| UC UUU

UC GGUUGAAUUUGUCCAUAGCAUCAGCCA AUCC UGU U

AG CCAACUUAAAUAGGUAUCGUGGUCGGU UGGG GCA U

U C AGCAUCA^ UA UGU

90 80 70 60 50

***(6) novel_MIRNA_1356***

10 20 30

-| C C UC

CCUGAA GUCUUCUUCAAGUA UCCACUUUUUUUUC \

GGACUU UAGAAGAAGUUCAU AGGUGGAAAAAGAG G

U^ U A GC

70 60 50 40

***(7) novel_MIRNA_1481***

10 20 30 40 50

A| G GAAA CU C AUGA

GUGUGAAACACUGU UGAGAGAAGUCAUAAGUGU CA CU CG U

CACACUUUGUGACA AUUCUCUUCAGUAUUCACA GU GA GC G

-^ G AAC- C- A AGUA

100 90 80 70 60

***(8) novel_MIRNA_1559***

10 20 30 40

AAG| U G

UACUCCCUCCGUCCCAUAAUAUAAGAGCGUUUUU ACACUA \

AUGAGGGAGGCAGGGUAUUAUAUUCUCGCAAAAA UGUGAU U

AUG^ C G

90 80 70 60 50

***(9) novel_MIRNA_1576***

10 20 30 40 50

AU .-CAA C G A | A GCAU

CACCGG GUUCCAGA GAUGCAG CCUUC UCAAG--GCGG GG G

GUGGUC CAAGGUCU CUACGUC GGAAG AGUUC UGCC CC G

UU \ --- A A G \ ^ - AAGA

. 140 130 120 60

70

.-AGUGA U

CGACC A

GUUGG G

\ ----- C

80

90 100

AUU AAAG GG

UGGC GUGGA A

ACUG CGCCU A

U-- GUUA AA

***(10) novel_MIRNA_1615***

10 20 30 40 50 60 70 80 90 100

UUU C A U GC AU CUC AAC .-CAA| A A- ACGAC

GAA CAAAUAUGACUAGGUAUUGUACUC UAUAAAAAG UUG CA GAAUGAUU GUU UUCGGGG AUAAG CA AUUUAUG A

CUU GUUUAUACUGGUUCAUAACGUGAG AUGUUUUUC AAU GU CUUACUGA UAA AGGCCCC UGUUC GU UAAGUAC A

UGU A C U UU CC AAA CAU \ ---^ - GA GAUAU

220 210 200 190 180 170 160 150 120 110

130

A--------- CA

UCUAG U

GGGUC U

AAUUUCUAAA UU

140

***(11) novel_MIRNA_1620***

10 20 30 40

UUU AU-- U- A GA--------- GUC UA- | U

UGCU UCAGCU GUUGGUA GCC GC UCCA AG A

GCGA GGUCGA CGAUUAU CGG CG AGGU UC A

GCU GAUU CU C AAAGACCAUUG AAA UAA ^ A

. 90 80 70 60 50

***(12) novel_MIRNA_1634***

10 20 30 40 50 60 70 80 90 100 110 120 130 140 150

-| C C CAGACUG UA CAU A A G UG A - CAA C ACUACA

AACGCCUCACAGAUAG CGUUACACGCCUGGC AGCGUUGCACCC CC AAAAUUGCUAAGU UGUGCAG GCCU AGAGCUA GCGC CACUGUAUAGUGUGGC CCUAGCU CU GCG UGCACUAGUGGUUGC \

UUGCGGAGUGUCUAUC GCGAUGUGCGGACUG UCGCAGCGUGGG GG UUUUAAUGAUUCA ACACGUC CGGA UCUCGAU CGCG GUGAUAUGUCACAUCG GGAUCGA GA CGC ACGUGAUCACCAACG A

G^ C C CACACUA C- AUC G C A GU C A UC- A AAGUAA

300 290 280 270 260 250 240 230 220 210 200 190 180 170 160

***(13) novel_MIRNA_1786***

10 20 30 40 50 60 70 80 90 100

- C A --| A UGUGAU - A C A U CA A

GCAA GCCUCACAGAUAG CGCUACACGCCUGGCCAGCGU CAU CCCG CC AAAAAUU CUAAGUCAGUGUGCAG GCC GA AGCUAGGCGC CACU U

UGUU CGGAGUGUCUAUC GCGAUGUGCGGACCGGUCGCA GUA GGGU GG UUUUUAA GGUUCAGUUACACGUU CGG UU UCGAUCCGCG GUGA A

A A C AC^ - UGGGAC A C U A C AC C

210 200 190 180 170 160 150 140 130 120 110

***(14) novel_MIRNA_1791***

10 20 30 40 50 60

G G -| UU CACU GU- CCUA

ACGAUACU UUGGACGAUUCAGAGACGAUA UGU AAUC GGCUGU UGCA G

UGCUAUGA AACCUGCUAAGUCUCUGCUAU ACG UUAG CUGGUA AUGU U

G G C^ U- U--- GAU UUCC

. 110 100 90 80 70

***(15) novel_MIRNA_1818***

10 20 30 40 50 60 70 80 90

U GAA- G-- A U .-AUAAGAAGAU - CG--- .-GA .-A - ----| AAG U AA

GGAAAG CAUGGCCAG GAA GGAGG GGA GAAG AACA AGGG AAUGUC UUGUU GGGUCUU AC G CAAGA \

CCUUUU GUAUUGGUC CUU CCUUC CUU UUUC UUGU UUCC UUGCAG AACAA CCCAGAA UG C GUUCU A

U AACA GAA C - \ ---------- U AAAAA \ -- \ - U GAAC^ GAA - GG

280 270 260 220 210 190 120 110 100

130 140

CGU AU A

GGCUUUA--GCAG UC A

CCGGGAU CGUC GG U

U-- \ GU C

180 150

160

A-------- CA

GUUU A

CAAG C

CUAUUAUCU AA

170

AU

CGGCA \

GUCGU C

CU

200

230

UG--- AU

CAGC AGUU \

GUCG UCAG G

UUUAA CG

250 240

***(16) novel_MIRNA_1826***

10 20 30 40 50 60 70 80 90 100

C C C C A UUG A CAGUC A .-GAGGAGUUCAGA .-A| ---- G

UG CAG CAAGACGAGGGUGAUCAUAAACU CUGGGU AUCAUG GAC CC CAGG ACAUGCC GCGG GAGGUUCA AG G

AC GUC GUUUUGCUCUCACUAGUAUUUGA GACCCG UAGUAU UUG GG GUCC UGUACGG CGCC UUUCAGGU UC A

U U C C G --- A ACGAA A \ ------------ \ -^ ACGU G

220 210 200 190 180 170 160 110

120 130

CAUG U U

GUGUAU C U

CACAUG G C

G--- - G

140

150

AGA A

CC \

GG A

UA- A

***(17) novel_MIRNA_1890***

10 20 30 40 50

-| C U GA AAACUAA

UCCGUCU AAAAUACUUGUCAUCAAAA GGAUGAAAAG AUGUAUCUA \

AGGCAGG UUUUAUGAACAGUAGUUUU CUUAUUUUUC UACAUAGAU A

G^ C U AC CUACAUA

110 100 90 80 70 60

***(18) novel_MIRNA_2129***

10 20 30 40 50 60 70

AG CC- G C - .-CUAAAC GCCC UG- .-AAAAAAAAAA A-| CC

GGCG UAAUCAGC GC CCACCCA ACAGCA GAA AUA UUUAUC GGA GC A

UUGC AUUGGUUG UG GGUGGGU UGUUGU CUU UAU GAAUGG CCU UG U

GA ACU A U C \ ------ AACC UUA \ ---------- AA^ UA

190 180 170 130 120 80

90 100

A U CAU

GU GAAGGC G

CA CUUUUG A

A U CGC

110

140

--------- - AA

CUGA AAU U

GACU UUG A

ACAAAUAAA G AU

160 150

***(19) novel_MIRNA_354***

10 20 30 40

G| C U AC UAACA

UGCCGUAACUGCACCUGCAGUUGGG CA UG AUGUGGGCC G

ACGGCAUUGACGUGGACGUCAACCC GU AC UACACCCGG A

-^ A U CA UCGGC

90 80 70 60 50

***(20) novel_MIRNA_450***

10 20 30 40 50 60 70

GCAU U C A AC C G CC - C U-- -| GA

AAAG UUGACCA GU UAUGGAGAAAA AUUUA AUCUA AA AC AAA AUAUAUCAU AGAUU CGU C

UUUU AACUGGU CA AUAUCUCUUUU UAAAU UAGAU UU UG UUU UAUGUAGUA UUUGA GUA A

AACC U U A AA A G A- A C UAC U^ GA

150 140 130 120 110 100 90 80

***(21) novel_MIRNA_465***

10 20 30 40 50

- C UA U-| GUA

CUCCCUCUGUUCCGAAUUACUUGUCG AGG UGGAUGUAUCUA AU U

GAGGGAGGCAAGGUUUAAUGAGCAGC UCU ACCUACAUAGAU UG U

U U UG CU^ AUU

100 90 80 70 60

***(22) novel_MIRNA_523***

10 20 30 40 50 60

G| UCUU A U - U CCC AUCCA U UUC

GGAGC CAC CCGUGGAUGUCAUCG GGCCGUACA UGAA CGUCC AC GC CUG A

UCUCG GUG GGCACCUACAGUAGU CCGGCAUGU ACUU GCAGG UG CG GAC A

-^ ---- C - U U --- AAA-- - UUU

120 110 100 90 80 70

***(23) novel_MIRNA_546***

10 20 30 40 50

GCU AA U C A - A U--| GC

CGUU UU GCUUCAAGCCUUU GGAAU GU GUA ACUGCAC GC \

GCAA AA CGAAGUUCGGAAG CCUUA CG CAU UGACGUG CG A

AGU CG U U - C C CCU^ AU

100 90 80 70 60

***(24) novel_MIRNA_658***

10 20 30 40 50

A| A C A UAACA

GUGCC UAACUGCACCUGCAGUUGGG CAGUG CAUGUGGGCC G

CACGG AUUGACGUGGACGUCAACCC GUUAC GUACACCCGG A

-^ C A C UCGGU

90 80 70 60

***(25) novel_MIRNA_84***

10 20 30 40

G -----------| C G

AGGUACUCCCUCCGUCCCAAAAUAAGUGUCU CAA UUUGUACUA C

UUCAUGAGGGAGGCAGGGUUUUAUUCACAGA GUU AAAUAUGAU U

G ACUCGAAUCAU^ U C

100 90 80 70 60 50

***(26) novel_MIRNA_929***

10 20 30 40 50

C| A UA UG

CAACGAGACCGACUGC GCGGGAGCAAAAAUUAUGCCAUUGAAUUCG C \

GUUGUUCUGGUUGAUG CGCCUUUGUUUUUGAUAUGGUGACUUAAGU G A

U^ C GA AA

100 90 80 70 60

***(27) novel_MIRNA_947***

10 20 30 40 50 60

- U C AGAA--| AAAAUAAAUA

UUCGGUGAGAAACGA GUUUUUUGUGGCUUG GUAAAAAAGAUAA AUGC \

AAGCCACUUUUUGCU CAAAAAACACCGAAC CAUUUUUUCUGUU UACG G

A C A AAAGAC^ AAGUAAUGUU

. 120 110 100 90 80 70

How the deposited data were processed for this re-analysis (not part of the article)

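Small RNA of winter wheat leaves was sequenced at 4 growth stages, with the RNA of 3 biological replicates pooled into 1 library per stage. The authors trimmed adaptors, removed low-quality reads, annotated reads that matched miRBase plant miRNAs with at most 2 mismatches as known miRNAs, and predicted further miRNAs with MIREAP. The deposited values are RPM over mapped reads, rounded to 1 decimal, which the paper calls TPM. The known table gives names without sequences, and the sequences and lengths were taken from Supplemental Table S2. Both tables were set beside the unrounded values of Supplemental Tables S2, S4 and S5. Apart from the second entries named miR531 and miR5050, no known value differed by more than 0.5 TPM and no other value by more than 0.06 TPM.

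From these values, folds between libraries were computed after raising values under 3 reads to 3 reads, which is 0.148 TPM at the three-leaf stage, 0.146 at the winter dormancy stage, 0.165 at the spring green-up stage and 0.137 at the jointing stage. A miRNA was counted as changed when it differed more than 2-fold with more than 5 TPM in at least 1 of the libraries compared. Reads were estimated as the deposited value times the mapped reads of Table 1, and on simulated reads no estimate among 1812 was more than 1 read off. The deposited values themselves are too coarse to give back whole reads, so tests on the estimated reads stand as additions. They were exact conditional binomial tests, two-sided, with Benjamini-Hochberg adjustment over 2292 comparisons, and intervals are Clopper-Pearson intervals at 95%. The p-values printed for single miRNAs are those before adjustment. With 1 library per stage no difference has a replicate check, no p-value across miRNAs is given, and every test compares libraries and not stages. PCR copies are not independent molecules, so the intervals cover counting error only.

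The rule was tested on simulated data made from the real mean levels and library sizes. It called 150 of 150 miRNAs changed 4-fold with an expected level over 10 TPM, and 0 of 253 unchanged miRNAs. The simulated reads carried counting error only, with no difference between plants or library preparations. At this depth both outcomes were nearly fixed in advance, so they check the calculation and give no error rate for the real libraries. The exact test gave a p-value under 0.01 in 0.659% of 1517 tests of unchanged miRNAs.

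The alternatives were a pseudocount of 1 or 0.1, no level filter, a filter of 50 TPM, scaling by the total of the listed miRNAs, median-of-ratios scaling over the 179 known miRNAs above 0 at all 4 stages, listed zeros treated as missing, sums over families or over sequences that overlap by at least 18 nt with at most 2 mismatches, a fold of 3, the exact test or the DEGseq formula added at a p-value of 0.01, and lengths of 20 to 22 nt. They were chosen before the deposited tables were examined but after the supplementary tables, which hold nearly the same values, had been seen. The miRNAs named were drawn from those the paper names in its text, Table 2, Fig. 2 or Fig. 3, their family members and near-identical sequences. For each pair of consecutive stages, the 3 known miRNAs with the largest change each way were also eligible. These had to be above 50 TPM and never listed at 0, and miR1135, miR4995 and miR2947 among them were not described. Others are named only where stated. The labels of Fig. 2 and the bars of Fig. 3 were read from the figures. Target prediction, qRT-PCR and cleavage assays were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.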

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

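The tests in this part were chosen after the values had been seen, and the miRNAs here were singled out by their values, since the paper names none of them. They exceeded 100 TPM at some stage and, taken name by name, changed more than 4-fold. By highest TPM they were miR1033a at 1563.3, miR530-3p at 1254.7, miR9653b at 540.1, miR9774 at 443.7, miR8742a at 397.5, miR827 at 310.7, miR6224a-5p at 292.4, miR2199 at 288.9, miR9672a-3p at 283.4, miR6220-5p at 223.1, miR9653a-3p at 219.3, miR952b at 175.7, miR9493 at 172.9, miR5175a at 171.1, miR5809 at 132.2, miR5139 at 129.7, miR5205a at 120.7, miR5205b at 118.3 and miR5168-5p at 101.0. Summed over families, 14 of the 19 stayed above 4-fold. The exceptions were miR9653b and miR9653a-3p, whose family changed 3.58-fold, miR6224a-5p, whose family changed 2.02-fold, and miR5205a and miR5205b. The last pair alternate, with miR5205a listed at 0 only in winter and miR5205b above 0 only then, and their sum was 103.0, 118.3, 120.7 and 108.8 TPM from the three-leaf to the jointing stage. The names miR6220-5p and miR6224a-5p carry the same sequence, and their sum was 229.2, 376.3, 289.5 and 230.7 TPM. The label miR1033b-3p of Fig. 2A has no entry of its own, and whether it stands for miR1033a was not settled.

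Several of these are listed at 0 at some stages. In all, 44 miRNAs of both tables exceeded 50 TPM at one stage and were listed at 0 at another, which argues against too few reads as the reason, since 50 TPM is 1015 reads at the three-leaf stage. A second candidate explanation is that reads were listed under a near-identical name in other libraries. The test gave no excess of such pairs. Of 20 near-identical pairs with a listed 0 in both members, 9 never shared a stage, against a mean of 7.59 in 10000 random sets of pairs with the same numbers of zeros, and a share of 0.322 of the sets reached at least as many. For 31 of the 44, no listed miRNA that overlaps by at least 18 nt with at most 2 mismatches was present at every stage at 0. Of these 31, 21, including miR8742a and miR5809, also had no other listed name of their family, nor a listed sequence with at most 4 mismatches, above 0 at a stage where they are at 0, which argues against reads listed under such a name for these 21. The other 10 had such a name, and 5 of them alternated exactly with one, as miR5175-5p, listed at 0 only in winter, does with miR5175a, above 0 only then. For miR2111a-3p and miR3627a, 2 of the 10, the family sums argue against reads listed under such a name. From the three-leaf to the jointing stage, the sums were 0, 0, 1385.5 and 0.9 TPM for miR2111. For miR3627 they were 0, 0, 51.2 and 0.9 TPM. For the rest of the 10, reads listed under another name cannot be told apart from a change, because such a name was above 0 where they were at 0. A difference between stages stays open for all of them and was not tested, because each stage has 1 library.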

How the results depend on the processing

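No paired analysis was possible because each stage has 1 library, and no library could be left out for the same reason. Where a count moved by more than 1.5 times, the cause was not tested unless stated.

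The number of changed known miRNAs was 222, and the changed predicted miRNAs, with or without a miRNA*, numbered 58. With more than 50 TPM required, they were 111 and 12, and the labels of Fig. 2B that met the rule fell from 39 to 12. With listed zeros treated as missing, they were 131 and 36, since folds against a listed 0 are then not formed. Both pseudocounts, both other scalings, family sums, the fold of 3, the added tests, no level filter and the limit to 20 to 22 nt kept both counts within 1.5 times. The labels of Fig. 2A that met the rule ranged from 38 with the fold of 3 to 48.

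Between three-leaf and winter dormancy, 29 known miRNAs were lower and 32 higher. Without a level filter these were 44 and 56, with more than 50 TPM 11 and 14, and with zeros as missing 14 and 10. With 20 to 22 nt only, 19 were lower. Scaling by the listed total raised the winter factor by 0.24 on the log2 scale relative to three-leaf, and gave 35 lower and 24 higher in place of 29 and 32. Of the predicted miRNAs, 5 were lower and 6 higher. With more than 50 TPM these were 0 and 1, with zeros as missing 0 and 2, with sums over near-identical sequences 3 were lower, and with the listed total 7 were lower and 5 higher.

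At jointing, 68 known and 9 predicted miRNAs were more than 2-fold above every other stage. With more than 50 TPM they were 27 and 3, with zeros as missing 37 and 5, and without a level filter the count of predicted miRNAs was 15. With zeros as missing, only the other stages above 0 were compared, which could be a single stage. The 79 known miRNAs with similar levels became 36 at a limit of 1.5-fold. The k-means clusters with a flat centre held 238, which counts members whatever their own range and is not the same measure.

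The share of miR168 moved by more than its counting interval in every library. At the three-leaf, winter dormancy, spring green-up and jointing stages it was 37.1, 45.8, 60.4 and 53.0%. With 20 to 22 nt only it was 39.0, 47.9, 63.1 and 55.4%, and with the predicted miRNAs in the total it was 36.1, 44.7, 59.5 and 52.1%. The order of the stages was the same in all 3.

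Among single miRNAs, 2 log2 fold changes changed sign. Summed over its family, miR394a fell by 0.50 from the spring green-up to the jointing stage, and the summed miR398 fell by 0.16 in winter when scaled by the listed total. Of the other values, 180 stayed within their counting interval and 100 moved beyond it without a change of sign. Depth limits the low values most. The counting interval is 4.10 to 6.10 TPM at 5 TPM and 47.0 to 53.2 TPM at 50 TPM, and 218 of the 371 known miRNAs stayed below 50 TPM at all 4 stages. The absence of replicates limits every comparison.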

Differences from the paper's values

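The paper gives 51 known miRNAs as differentially expressed, against 222 here. None of the alternatives, which were set before the deposited tables were examined, closed the gap, the lowest being 111. For winter dormancy against three-leaf, the paper names 6 known miRNAs as suppressed, against 29 here, and 7 as induced, against 32. The paper's winter and jointing names are labels of Fig. 2, while the counts here cover all listed miRNAs. It also describes those induced in winter as suppressed at the spring green-up stage, which is not required here. These numbers therefore compare unlike sets. With zeros as missing, 10 were induced, within 1.5 times of the paper's number, and 5 of these 10 are among those the paper names. No other alternative brought either number within 1.5 times. The paper names 8 predicted miRNAs as suppressed in winter, against 5 here, and none of the 5 is among those it names. Scaling by the listed total gave 7, within 1.5 times of the paper's number, but only 1 of these, novel_miR2079, is among the 8 named, so the lists still differ. No other alternative brought the number within 1.5 times. At jointing the paper gives 20 known miRNAs, against 68 here, and with more than 50 TPM the number was 27, within 1.5 times, of which 17 are labels of that group in Fig. 2A. No other alternative brought the number within 1.5 times.

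The paper states that miR168 exceeded 109365 TPM at all 4 stages. Here the family summed to 70790.5 TPM at the three-leaf stage, its lowest, and no alternative applied to this value. The spring green-up value of the single member miR168a-5p, its highest, was 109365.5 TPM. The second entry named miR531 is 0 at the first 3 stages and 11.2 TPM at jointing in the paper's supplementary table, against 22.5, 24.8, 36.0 and 85.9 TPM in the deposited table. The second entry named miR5050 is 0 at the first 3 stages in the paper's supplementary table, against 9.9, 13.7 and 13.8 TPM.

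The paper lists miR1117, miR8175 and novel_miR1686 as differentially expressed, while their highest values were 1.98-fold, 1.90-fold and 1.80-fold their lowest. Scaled by the listed total, miR1117 and miR8175 met the rule, while miR1130b-3p and miR156/157 of Fig. 2A no longer did. Under median-of-ratios scaling miR1117 met it and miR156/157 did not, so 48 labels met the rule under each scaling. The paper names 8 predicted miRNAs as suppressed in winter, while none of them differed more than 2-fold between these 2 libraries. Scaled by the listed total, novel_miR2079 did, with a log2 fold change of -1.02. Of the predicted miRNAs named as induced in winter, 2 of 8 differed more than 2-fold, and of the known miRNAs so named, 5 of 7. It places miR164a among the miRNAs suppressed at the spring green-up stage, where the value was 2130.8 TPM against 2422.5 TPM in winter.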

Other observations

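The tests in this part were chosen after the values had been seen, apart from median-of-ratios scaling of all winter calls.

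The sRNA-Seq bars of Fig. 3 were read by eye, after the pattern had been noticed, and divided by the ratios of the deposited values to the three-leaf stage. Panels with a bar at or near 0 were left out. Over 9 known miRNAs the median was 1.12 at the spring green-up stage and 0.929 at the jointing stage. The mapped reads of the three-leaf library divided by those of each stage are 1.12 and 0.930. Of the 9, 8 were nearer to these ratios than to 1 at each of the 2 stages. The exception was miR156a-5p, at 1.00 and 0.998, which argues against the explanation for this miRNA. Over 3 predicted miRNAs the medians were 0.997 and 1.00. A candidate explanation for the 8 is that their values were divided by library size a second time before plotting, which is a hypothesis from a reading by eye, and the exception was left unexplained.

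The values of miR164a and miR165a-3p were nearly equal at all 4 stages, with reads that differed by 73, 137, 43 and 230. Among 210 pairs of the 21 known miRNAs above 500 TPM at all 4 stages, no other pair came as close. The largest log2 difference was 0.016 for this pair and 0.41 for the next. A copy of one set of values under both names is argued against, since the smallest difference was 43 reads. Other reasons were not tested.

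More known miRNAs were listed at the jointing stage (294) than at the other 3. Above 5 TPM, a level at which a somewhat deeper library lists no more miRNAs, the jointing stage had 226 and the other stages at most 197, which argues against depth as the whole reason.

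Median-of-ratios scaling kept 100% of the 61 known miRNAs changed in winter, but it moves the winter values too little to decide. Of 183 known miRNAs above 0 in both libraries and above 5 TPM in at least 1, 10 were more than 2-fold higher and 14 more than 2-fold lower in winter. Under any single factor applied to the winter library, at least 22 were changed more than 2-fold, against 24 as deposited, which argues against a scaling difference as the whole reason. It does not decide single miRNAs near 2-fold. The total of the listed miRNAs moved by a log2 of 0.242 in winter, and by 0.033 without miR168, so scaling by that total mostly follows 1 family. A difference between the stages stays open and cannot be separated from differences between single libraries.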
